# Functional Role of Mst1/Mst2 in Embryonic Stem Cell Differentiation

**DOI:** 10.1371/journal.pone.0079867

**Published:** 2013-11-05

**Authors:** Peng Li, Ying Chen, Kinglun Kingston Mak, Chun Kwok Wong, Chi Chiu Wang, Ping Yuan

## Abstract

The Hippo pathway is an evolutionary conserved pathway that involves cell proliferation, differentiation, apoptosis and organ size regulation. Mst1 and Mst2 are central components of this pathway that are essential for embryonic development, though their role in controlling embryonic stem cells (ES cells) has yet to be exploited. To further understand the Mst1/Mst2 function in ES cell pluripotency and differentiation, we derived *Mst1/Mst2* double knockout (*Mst-/-*) ES cells to completely perturb Hippo signaling. We found that *Mst-/-* ES cells express higher level of Nanog than wild type ES cells and show differentiation resistance after LIF withdrawal. They also proliferate faster than wild type ES cells. Although *Mst-/-* ES cells can form embryoid bodies (EBs), their differentiation into tissues of three germ layers is distorted. Intriguingly, *Mst-/-* ES cells are unable to form teratoma. *Mst-/-* ES cells can differentiate into mesoderm lineage, but further differentiation to cardiac lineage cells is significantly affected. Microarray analysis revealed that ligands of non-canonical Wnt signaling, which is critical for cardiac progenitor specification, are significantly repressed in *Mst-/-* EBs. Taken together our results showed that Mst1/Mst2 are required for proper cardiac lineage cell development and teratoma formation.

## Introduction

The Hippo pathway was first discovered in *Drosophila*. Through genetic mosaic screens, core components of the Hippo pathway, such as *Warts* (*Wts*), *Hippo* (*Hpo*) and *Salvador* (*Sav*) were identified as tumor-suppressor genes [1-4]. These components restrict cell proliferation and promote apoptosis by repressing the downstream effector *Yokie* (*Yki*) *i*n Drosophila. Depletion of core components of the Hippo pathway or overexpression of *Yki* results in enhanced cell proliferation and reduced apoptosis respectively [5]. This pathway is highly conserved in mammals. Serine/threonine kinases Mst1/Mst2 and Lats1/Lats2 in mammals are homologs of Hippo and Wts in *Drosophila* respectively. Together with an adaptor protein hMob1, they transmit signals to downstream effectors [6]. Through inhibiting the transcriptional co-activators and oncoproteins Yap (Yes kinase-associated protein) and Taz (transcriptional coactivator with PDZ-binding motif), the Hippo pathway promotes apoptosis and inhibits tumorigenesis in mammals [7-10].

Mst1 and Mst2 (Mammalian sterile 20-like kinases 1 and 2) are the core components of the Hippo pathway. They play important roles in early embryonic development, cell proliferation, apoptosis and organ size control. *Mst1* null mice are viable and fertile but have a reduced number of mature naive T cells, while *Mst2* null mice are also fertile but exhibit no developmental or immunological defects [11]. However, depletion of both *Mst1* and *Mst2* resulted in embryonic lethality at embryonic day 8.5, suggesting redundant roles of *Mst1* and *Mst2* [12]. One functional copy of either *Mst1* or *Mst2* is necessary and sufficient for early embryonic development [11,13].

Like other components of the Hippo pathway that promote apoptosis, Mst1/Mst2 are pro-apoptotic kinases [14,15]. Under oxidative stress, Mst1/Mst2 activate transcription factor Foxo and promote neuronal cell death [16,17]. Heart specific expression of *Mst1* leads to dilated cardiomyopathy with reduction in cell density in heart [18]. Liver specific removal of *Mst1/Mst2* in newborn mice results in liver enlargement and formation of hepatocellular carcinoma and cholangiocarcinoma [12,19-21]. Similarly, in mouse intestines and pancreas, inactivation of *Mst1/Mst2* leads to intestinal stem cell overproliferation, colonic tumorigenesis and pancreas overgrowth [22-24], suggesting important roles of Mst1/Mst2 in organ size control and tumorigenesis. 

Mst1/Mst2 activate Lats1 and Lats2 by phosphorylation, and in turn phosphorylate Yap and inhibit it from translocating into the nucleus [25]. Unphosphorylated Yap can be translocated into the nucleus to activate TEA-domain (TEAD) family members. The Yap/Taz-Tead complex further activates proliferation by a genome wide transcriptional program [26-28]. Ectopic expression of *Yap* in mammalian cells leads to a phenotype resembling that from ablation of core components of the Hippo pathway. Similar to the simultaneous removal of *Mst1/Mst2*, overexpression of *Yap* in mice results in a dramatic increase of liver mass with subsequent tumor formation. In addition previous research reveals that Yap is an important pluripotent factor. Expression of *Yap* enhances reprogramming of differentiated cells to induced pluripotent stem (iPS) cells [26,29,30]. In adults Yap is enriched in organs such as the small intestine and the developing brain and its expression is highly restricted to the progenitor or stem compartments, whereas in other tissues, such as skin and skeletal muscle, the expression of *Yap* is gradually decreased with regard to differentiation status [10,26,31,32]. *Yap* is therefore, a stemness gene in mammalian cells, while key components of Hippo pathway such as Mst1/Mst2, function to constrain this stemness gene in restricted compartments. 

*Mst1/Mst2* double knockout mice die at E8.5 with abnormalities in the placenta, vascular patterning and primitive hematopoiesis, suggesting that Mst1/Mst2 are not required for pluripotent inner cell mass (ICM) formation but are required for subsequent organ and tissue development. As an *in vitro* derivative of the pluripotent inner cell mass (ICM), ES cells retain the developmental characteristics of ICM and can self-renew and differentiate to all three germ layers. When ES cells are injected to the blastocysts, they can contribute to all of the animal cell types [33,34]. These unique properties make ES cells suitable for genetic modification and they have the potential to serve as a source of regenerative medicine for cell therapy. In addition, successful reprogramming of somatic cells into induced pluripotent stem cells opens a new gate for stem cell therapy that avoids various ethical issues [35-37]. Direct transplanting of ES cells into hosts can however lead to teratoma formation and this remains a clinical challenge for ES cell application. Harnessing this valuable tool for therapeutic use will require overcoming this problem through innovative exploitation of the mechanisms involved in ES cell pluripotency, differentiation and tumorigenesis. Many signaling pathways, including the Hippo pathway in ES cell pluripotency and lineage commitment, have yet to be well characterized. Mst1/Mst2 are however required for proper development of some organs and tissue in embryos, but it is not clear whether Mst1/Mst2 play any corresponding role during ES cell differentiation at cellular level that consequently leads to developmental defects. To further address this question, we generated *Mst-/-* ES cells from *Mst1* and *Mst2* mutant mice [12]. We found that the phosphorylation level of Yap was decreased in *Mst-/-* ES cells, whilst the pluripotency marker Nanog was increased significantly compared to wild type ES cells. *Mst-/-* ES cells also showed differentiation resistance for a relatively longer time compared to wild type ES cells under differentiation conditions. Consistent with the developmental defects of *Mst1/Mst2* double knockout mice, *Mst-/-* ES cells showed lineage development distortion during embryoid body (EB) formation and obvious defects to differentiation to cardiac progenitor cells. Microarray analysis revealed that the non-canonical Wnt pathway ligands *Wnt2b* and *Wnt5a*, which are critical for cardiac progenitor cell differentiation, were significantly downregulated in *Mst-/-* EBs. Unlike wild type ES cells, *Mst-/-* ES cells could not form teratoma after subcutaneously injected into nude mice. Taken together, our data suggest that Mst1/Mst2 are required for teratoma formation. Their functions are also critical for proper cardiac lineage cell formation. 

## Results

### Derivation of mouse Mst-/- embryonic stem cells

Based on the schematics of null alleles of *Mst1* and *Mst2* generated in a previous study [12], we crossed the *Mst1* ^*+/-*^Mst2^-/-^ male and female mice, harvested the E3.5 embryos and derived ES cells on MEF feeder (Figure S1A and S1B). These cells were further adapted to form feeder-free ES cell lines under the 2i+LIF condition for genotyping. Exon 4 and 5 which encode kinase domain are deleted in Mst1 knockout, while exon 5 and 6 which encode kinase domain are deleted in Mst2 knockout (Figure S1C). With primers targeted to the adjacent sequence of the deleted regions of *Mst1* (exon 4 and 5) and *Mst2* (exon 5 and 6), PCR confirmed that respective regions of *Mst1* and *Mst2* genomic DNA were deleted in *Mst1*/*Mst2* double knockout (*Mst-/-*) ES cell lines respectively (Figure 1A). Two *Mst1*/*Mst2* double knockout lines, *Mst-/-*1 and *Mst-/-*2 ES cell lines were selected for further studies (Figure 1A). The *Mst-/-* ES cells still maintained dome-shaped colony morphology similar to that of the wild type ES cells (Figure 1B). They also expressed high levels of ES protein alkaline phosphatase (Figure 1B). To further confirm the absence of both *Mst1* and *Mst2* in the *Mst-/-* ES cells, primers targeting the corresponding deleted transcript region were used to do RT-PCR, the result confirmed that neither *Mst1* nor *Mst2* transcript was found in *Mst-/-* ES cells (Figure 1C). Further examination of the protein extracts with antibodies specifically against kinase domains of Mst1 and Mst2 protein showed that neither Mst1 nor Mst2 proteins were detected in the *Mst-/-* ES cells (Figure 1D). Taken together, these results showed that both *Mst1* and *Mst2* were functionally inactive in both *Mst-/-* ES cell lines.

**Figure 1:**
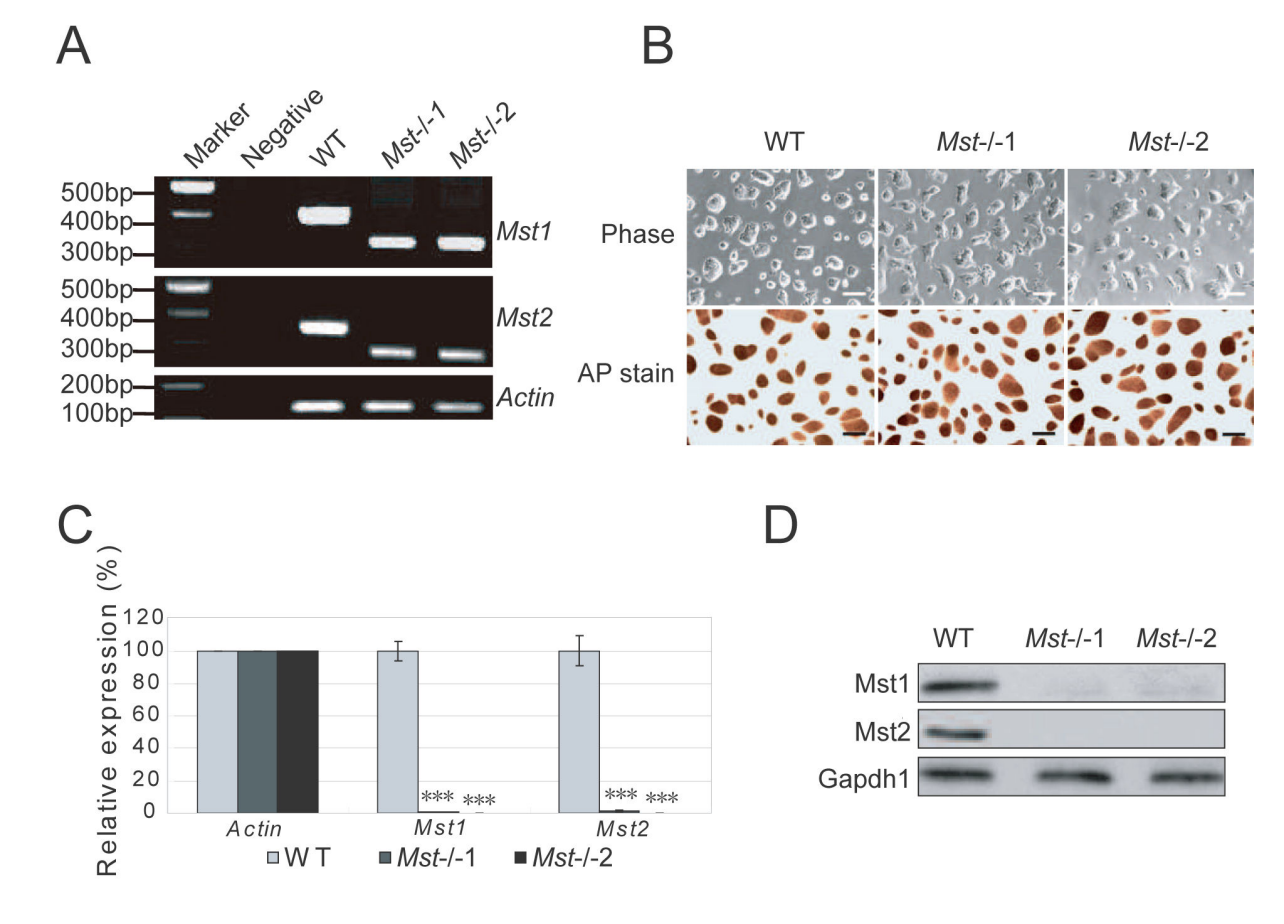
Isolation of *Mst-/-* ES cells. (A) Genotyping of wild type (WT) ES cells and *Mst-/*- ES cells derived from blastocysts by PCR amplification of genomic DNA. Wild type ES cells showed a larger band while *Mst-/*- ES cells displayed a smaller band. *Actin* was used as an internal control. (B) Phase contrast microscopy of wild type (WT) and two independent *Mst-/*- knockout ES cell lines (*Mst-/-*1 and *Mst-/-*2) grown on 0.2% gelatin in 2i+LIF medium (Upper). These cells were stained for alkaline phosphatase (Lower). Scale bar, 200 μm. (C) mRNA level of *Mst1* and *Mst2* in wild type ES cells and *Mst-/*- ES cells examined by quantitative real-time PCR using primers flanking the deleted region of *Mst*1 and *Mst*2. The data are shown as the mean ± S.D (n=3). *Actin* was normalized as an internal control. Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (D) Immunoblotting analysis of the expression of Mst1 and Mst2 in wild type ES cells and *Mst-/*- ES cells. Gapdh1 was used as a loading control.

### Characterization of mouse Mst-/- embryonic stem cells

To examine whether deletion of *Mst1* and *Mst2* affects the integrity of ES cells, we examined the expression profiles of pluripotency markers *Pou5f1*, *Nanog*, and *Sox2* by RT-PCR. There was an increase of *Nanog* transcripts in both *Mst-/-* ES cell lines, but the expression levels of *Pou5f1* and *Sox2* were similar in *Mst-/-* and wild type ES cells (Figure 2A). Immunofluorescence assay with antibodies against pluripotent markers Oct4 and SSEA1 revealed no significant difference between wild type ES cells and *Mst-/-* ES cells (Figure 2B). Further checking of the protein level of ES cell transcription factors, Nanog and Oct4, confirmed that Oct4 protein level was not affected by *Mst1/Mst2* deletion, but Nanog protein was higher in *Mst-/-* ES cells than wild type ES cells (Figure 2C). This result suggests that the expression of *Nanog* may be regulated by Mst1/Mst2 kinases. 

**Figure 2:**
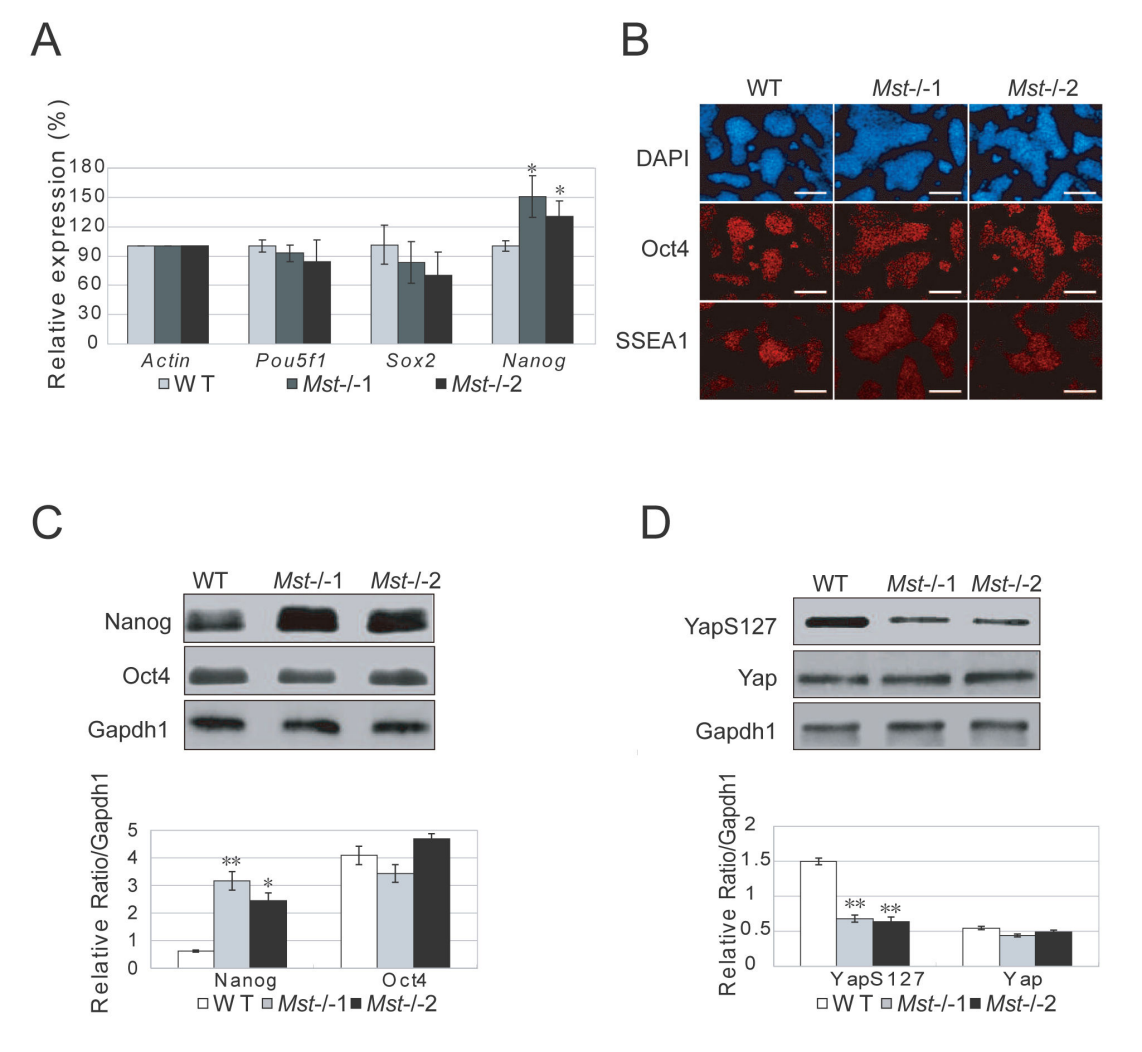
Characterization of Mst-/- ES cells. (A) Quantitative real-time PCR to examine the mRNA level of pluripotent markers *Pou5f1*, *Sox2* and *Nanog* in wild type ES cells and *Mst-/*- knockout ES cells. *Actin* was analyzed as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (B) Immunofluorescence staining of the pluripotent protein Oct4 and SSEA1 expression in wild type ES cells and *Mst-/*- knockout ES cells. Neuclei were stained with DAPI. Scale bar, 200μm. (*C*) Immunoblotting and densitometric analysis of Nanog and Oct4 in wild type ES cells and *Mst-/*- ES cells. Gapdh1 was analyzed as an internal control. The data are shown as the mean ± S.D (n=2). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (D) Immunoblotting and densitometric analysis of the expression of Yap and phosphorylated Yap (YapS127) in wild type ES cells and *Mst-/*- ES cells. Gapdh1 was analyzed as an internal control. The data are shown as the mean ± S.D (n=2). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).

As a downstream effector of the Hippo pathway, Yap is also a pluripotent factor in ES cells and expression of *Yap* promotes reprogramming efficiency of mouse iPS cells. We therefore examined the expression of *Yap* by RT-PCR. The expression of *Yap* is similar in wild type ES cells and *Mst-/-* ES cells (Figure S2A). Further examination of Yap and phosphorylated Yap by western blot and immunofluorescence stain revealed that total Yap is not changed in *Mst-/-* ES cells, but phosphorylated Yap is significantly reduced in *Mst-/-* ES cells (Figure 2D and S2B). This observation is consistent with previous reports that Mst1/Mst2 phosphorylate Lats1/Lats2, which in turn phosphorylate Yap. As unphosphorylated Yap actively promotes cell proliferation, these data confirmed that the Hippo pathway, which is active in ES cells, is significantly downregulated in *Mst-/-* ES cells. As the effect of upregulation of active Yap, *Ctgf* and *Cyr61*, the downstream targets of Yap [38], were significantly increased in *Mst-/-* ES cells (Figure S2C). 

### Differentiation resistance of mouse Mst-/- embryonic stem cells

Based on above observations, we examined whether the maintenance of pluripotency was altered in ES cells by *Mst1/Mst2* deletion. We withdrew the molecular chemicals 2i (CHIR99021 and PD0325901) and LIF from the ES cell culture medium, and added retinoic acid (RA) to promote ES cell differentiation. We found that wild type ES cells completely lost colony morphology and were differentiated after 24 hours, while *Mst-/-* ES cells still maintained a certain level of colony morphology (Figure 3A). RT-PCR examination of the pluripotent markers showed that the mRNA level of *Nanog* was significant higher in *Mst-/-* ES cells than wild type ES cells, while the mRNA level of *Yap* and *Pou5f1* in *Mst-/-* ES cells and wild type ES cells was similar (Figure 3B). We further measured the protein level by western blot. *Mst-/-* ES cells expressed slightly more Yap protein than wild type ES cells from 12 hours after LIF withdrawal, but phosphorylated Yap (S127) was significantly decreased in *Mst-/-* ES cells compared to wild type ES cells, suggesting an increase of active unphosphorylated Yap in *Mst-/-* ES cells. Consistent with the upregulation of *Nanog* transcript, Nanog protein was also significantly increased in *Mst-/-* ES cells. And there was no obvious change of Oct4 between *Mst-/-* ES cells and wild type ES cells (Figure 3C). Taken together, these data showed that deletion of *Mst1* and *Mst2* increased the barrier of ES cell differentiation through upregulating the pluripotent marker unphosphorylated Yap and Nanog.

**Figure 3:**
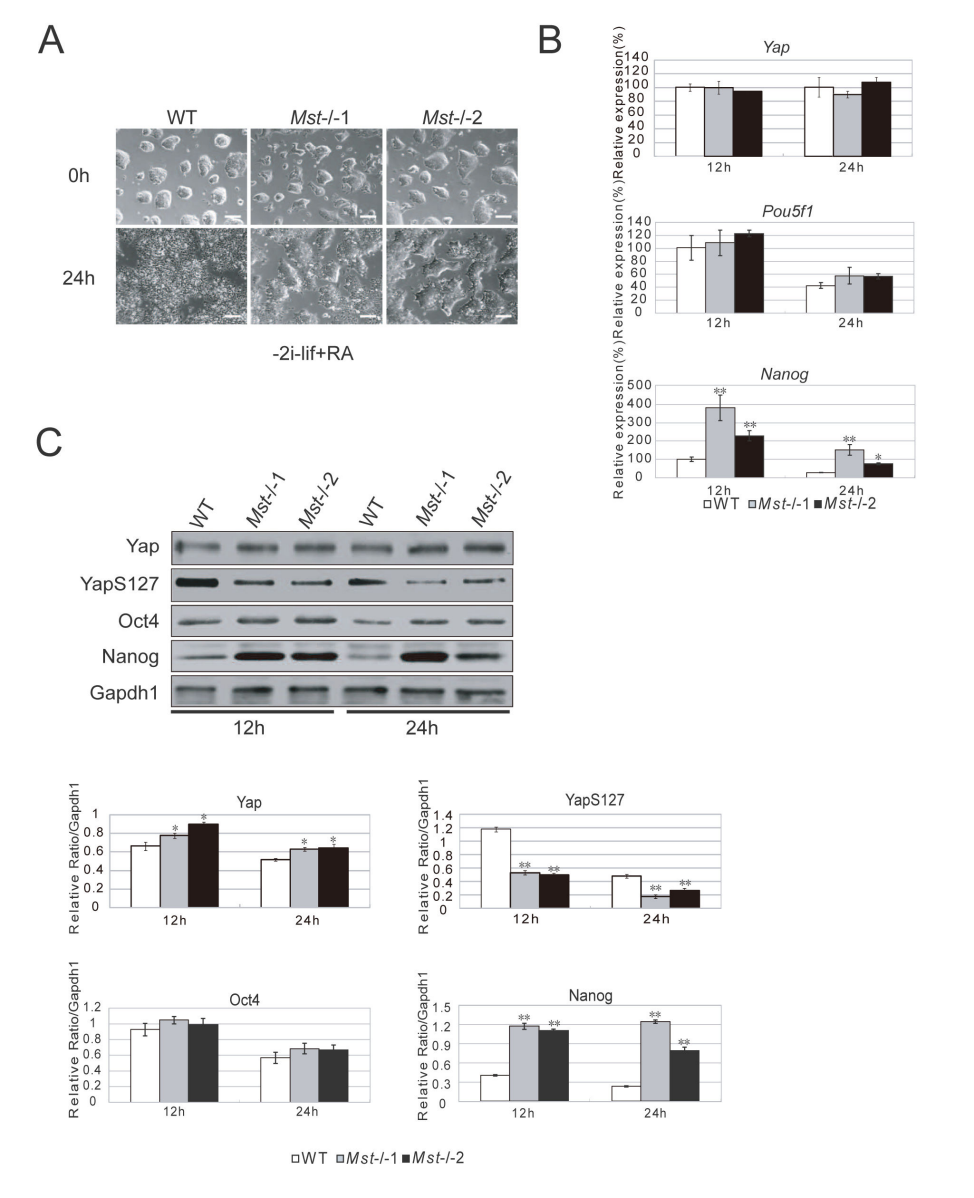
Differentiation resistance of *Mst-/-* ES cells. (A) Morphology of wild type ES cells and *Mst-/*- ES cells initially and 24 hour after growing in ES cell differentiation medium supplemented with RA, but not 2i and LIF. Scale bar, 200 μm. (B) Quantitative real-time PCR to examine the mRNA level of *Yap*, *Pou5f1* and *Nanog* in wild type ES cells and *Mst-/*- ES cells during ES cell differentiation medium for 12 hours and 24 hours. *Actin* was analyzed as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (C) Immunoblotting and densitometric analysis of Yap, YapS127, Oct4 and Nanog in wild type ES cells and *Mst-/*- ES cells in ES cell differentiation medium for 12 hours and 24 hours. Gapdh1 was analyzed as an internal loading control. The data are shown as the mean ± S.D (n=2). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).

### Enhanced cell proliferation of mouse Mst-/- embryonic stem cells

To assess the effects of Mst1 and Mst2 on ES cell proliferation, the same number of wild type and *Mst-/-* ES cells were trypsinized to single cells and plated. After 2 days, dome-shaped colonies were formed from single cells of both cell types. Interestingly, *Mst-/-* ES cell colony size was generally bigger than wild type ES cells (Figure 4A). Meanwhile, the cell numbers of *Mst-/-* ES cells in day 3 and day 4 cultures were significantly greater than wild type ES cells, suggesting *Mst-/-* ES cells have a higher proliferation capacity than wild type ES cells (Figure 4B). We then measured the expression of cell cycle related genes *Ccnd2* and *Ccnd3* by RT-PCR and found that *Mst-/-* ES cells expressed significantly higher *Ccnd2* and *Ccnd3* than wild type ES cells (Figure S6A).To further substantiate our observation, wild type and *Mst-/-* ES cells were pulse incorporated with BrdU for 1 hour after serum starvation and quantified by immunofluorescence staining and flow cytometry respectively. We observed significantly fewer BrdU-positive cells in the wild type ES cells, compared to the *Mst-/-* ES cells (Figure 4C, S6B and S6C). Cell cycle analysis by Propidium Iodide staining revealed that more than 60% of *Mst-/-* ES cells were at S phase, while about 50% wild type ES cell were at S phase (Figure 4D, 4E and 4F), suggesting that DNA is more actively synthesized in *Mst-/-* ES cells than wild type ES cells. 

**Figure 4:**
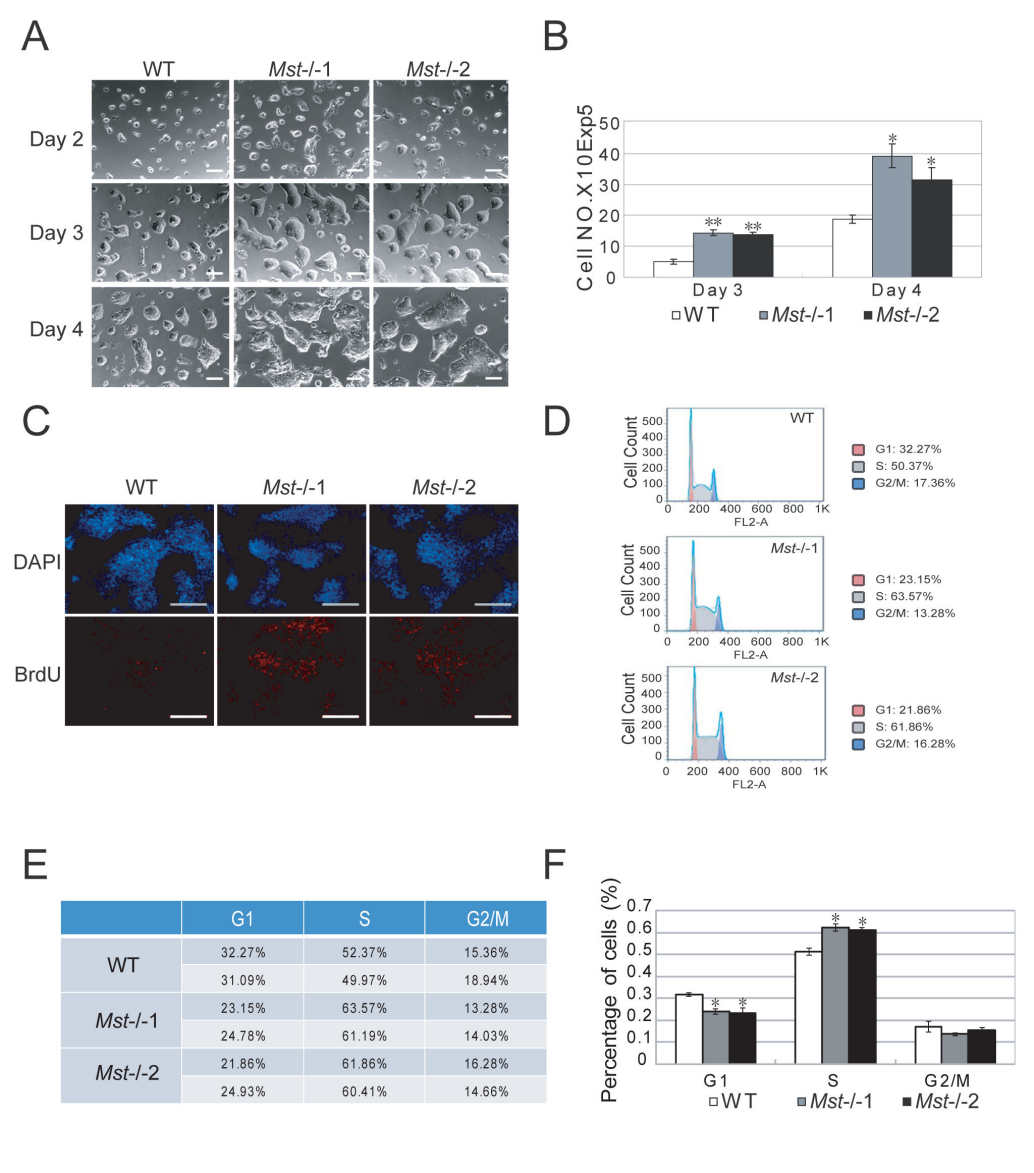
*Mst-/-* ES cells proliferate faster than wild type ES cells. (A) Morphology of 1x10^5^ wild type ES cells or *Mst-/*- ES cells grown in 2i+LIF ES medium for 2 days, 3 days and 4 days respectively. Scale bar, 200 μm. (B) Statistical analysis of the growth rate of wild type ES cells and *Mst-/*- ES cells on day 3 and day 4 culture. The data were shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (C) Immunofluorescence staining with BrdU antibodies to examine BrdU integration in wild type ES cells and *Mst-/*- ES cells after serum starvation for 12 hours. Cells are pulsed labeled with BrdU for 45 minutes. The nuclei were stained with DAPI. Scale bar, 200 μm. (D) Representative histograms of cell cycle distribution in *Mst-/*- ES cells and wild type ES cells. (E) Table of the cell cycle distribution in *Mst-/*- ES cells and wild type ES cells from two independent experiments. (F) Statistical analysis of cell cycle distribution in *Mst-/*- ES cells and wild type ES cells from two independent experiments. (*, P<0.05).

### Defects of mouse Mst-/- embryonic stem cells in the formation of teratomas

Mice with *Mst1* or *Mst2* single gene knockout were viable and fertile, whilst *Mst1/Mst2* double knockout mice died early in gestation, suggesting that Mst kinases are essential for the early developmental program. 

To examine whether *Mst-/-* ES cells maintain the properties of ICM *in vivo*, we labeled the *Mst-/-* ES cells with GFP by lentivirus and injected them into 8-cell embryos. All *Mst-/-* ES cells successfully integrated into the inner cell mass (ICM), indicating that *Mst* deletion doesn’t affect cell surface identity at the ES cell state (Figure S3A). 

Then we injected wild type ES cells and *Mst-/-* ES cells subcutaneously into nude mice to check for teratoma formation. Wild type ES cells could form teratoma with tissue from all three germ layers within 6 weeks, but no tumor tissue was detected 6 weeks after *Mst-/-* ES cells were subcutaneously injected into nude mice. Even 8 weeks later, still no tumor was formed in *Mst-/-* ES cell injected mice (Figure S3B). RT-PCR examination of ES cells and teratoma revealed that the expression of *Yap*, *Mst1* and *Mst2* were higher in teratoma than ES cells (Figure S3C), suggesting that Hippo pathway may play an important role in teratoma formation.

To explore the reason why *Mst-/-* ES cells cannot form teratoma, we compared the expression of genes involved in apoptosis and tumorigenesis between wild type EBs and *Mst-/-* EBs by microarray experiment. 

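Embryoid bodies (EBs) are aggregates in which ES cells begin to form the germ layers. RNA of wild type and *Mst-/-* EBs of day 4 and day 8 was hybridized to Affymetrix mouse exon arrays, with 1 array for each genotype and day, so that no difference could be set against a spread between replicates. The deposited values are log2 signals of probe sets, each placed on a stretch of an exon. The submitters' processing notes name the Affymetrix Expression Console, and the normalization is not given in the sources used here. The sorted values of the 4 arrays differed by at most 0.17 on the log2 scale. The platform's annotation gives 1 gene symbol for 208397 probe sets, several for 3965 and none for 17219. The signal of a gene was the median over its probe sets with 1 symbol, which gave 16277 genes with a median of 11 probe sets each. The background of an array was the 95th percentile of 1012 olfactory and vomeronasal receptor genes, which EBs are not known to use, and lay between 6.91 and 7.03. Differences are given as *Mst-/-* minus wild type EBs of the same day on the log2 scale, and their error is the SD over the gene's probe sets, which is technical spread within the same arrays. Where a gene was below background on 1 of the arrays, the difference is given as a bound with that array at its background. The study's threshold of 1.5-fold was kept. Gene lists beyond the study's own, and the choices above, were fixed before the data were examined. Among the receptor genes themselves 15.6% passed it at day 4 and 12.8% at day 8, which limits what it says about dim genes. One label of the day 8 *Mst-/-* array says day 4, while its title says day 8, and it was taken as day 8. The paper does not say which of its *Mst-/-* lines was used. The deletion was visible on the arrays. *Stk4*, the gene of Mst1, had 13 probe sets. The signal of 2 of them was between 11.42 and 12.03 on the wild type arrays and between 3.83 and 4.80 on the *Mst-/-* arrays, and the differences of the other 11 lay between -0.30 and 0.39. *Stk3*, the gene of Mst2, was not analysed here. Other genes differed as well. *Hprt*, an enzyme of purine salvage on the X chromosome, had a median over its 12 probe sets below background on both wild type arrays, although 1 probe set was at 10.38 and 10.62 there, and by that median it was at least 16.6-fold higher in *Mst-/-* EBs at day 4 and at least 10.5-fold higher at day 8. *Eif2s3y* and *Kdm5d*, genes of the Y chromosome, had medians below background on both *Mst-/-* arrays, where 1 *Eif2s3y* probe set was at 7.47 and 7.65. By the median *Eif2s3y* was at least 10.7-fold and 11.1-fold lower there at day 4 and day 8, and *Kdm5d* at least 1.82-fold and 1.80-fold lower. The brightest *Hprt* probe set alone gave 0.57 at day 8, and that of *Kdm5d* 0.09 and -0.24 at day 4 and day 8. The arrays of the 2 genotypes thus differed in these genes as well as in *Stk4*. At other genes, a difference between the lines cannot be separated here from the deletion of Mst1 and Mst2.

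**Figure D1:**
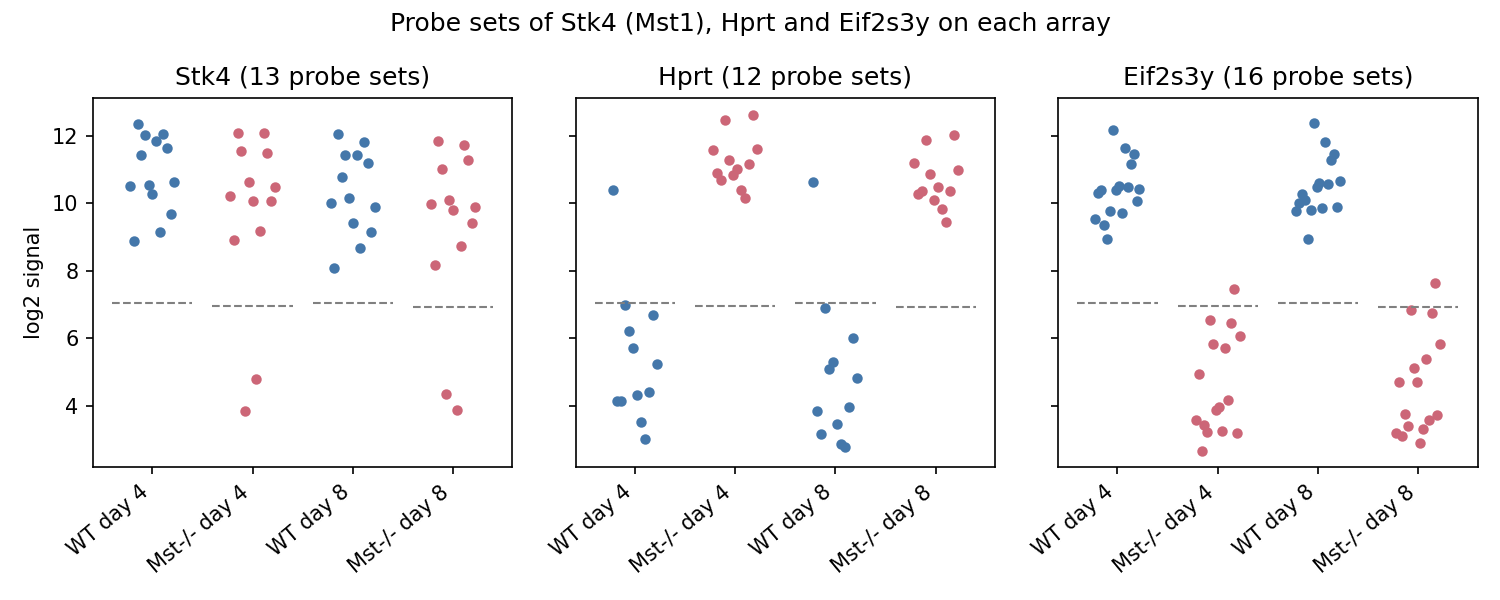
Log2 signal of each probe set of *Stk4*, *Hprt* and *Eif2s3y* (points) on the 4 arrays, with the background of each array as a dashed line. 2 *Stk4* probe sets are low on the *Mst-/-* arrays only, most *Hprt* probe sets are low on the wild type arrays, and 15 of the 16 *Eif2s3y* probe sets are below background on the *Mst-/-* arrays.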

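The FoxO genes encode transcription factors that act in stress responses and cell death. *Foxo4* was 1.41-fold higher in *Mst-/-* EBs than in wild type EBs at day 8, a log2 difference of 0.50 ± 0.18 (SD over 10 probe sets). *Foxo1* did not differ at day 8, with a difference of 0.00 ± 0.14 (6 probe sets), and *Foxo3* was slightly lower, with -0.26 ± 0.09 (9 probe sets). At day 4 the differences were 0.50 ± 0.59 for *Foxo1*, -0.17 ± 0.17 for *Foxo3* and -0.04 ± 0.14 for *Foxo4*. None of the 3 genes passed the 1.5-fold threshold on either day. When probe sets were averaged instead of taking their median, *Foxo1* passed it at day 4 with 0.75, and with the brightest probe set it had 0.96.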

*FoxO* family genes *FoxO1*, *FoxO3* and *FoxO4*, were slightly increased in *Mst-/-* EBs (Figure S3D). However, not all apoptosis related genes were upregulated. 

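Broader lists of cell death genes were centred near 0. Of 21 pro-apoptotic genes above background at day 4, 3 were over 1.5-fold higher in *Mst-/-* EBs, 2 were over 1.5-fold lower and 16 lay within 1.5-fold, with a median difference of -0.01. The lower genes were *Casp8*, an initiator caspase, with -1.47 ± 0.27 (SD over 9 probe sets), and *Bmf*. At day 8, 20 of 22 lay within 1.5-fold, and the exceptions were *Fas*, a death receptor, with -1.87 ± 1.21 (12 probe sets) and *Bcl2l14* with 1.62 ± 1.09 (9 probe sets). The median of day 8 was 0.03, or -0.15 with the brightest probe sets. Of 9 anti-apoptotic genes, 7 at day 4 and 9 at day 8 lay within 1.5-fold, and those outside it were *Cflar* with -0.71 ± 0.41 (23 probe sets) and *Mcl1* with 0.68 ± 0.22 (10 probe sets). Set among 10000 random lists of the same size and expression, the medians of both lists on both days lay between percentiles 29.6 and 49.2, as a description of these arrays.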

Some pro-apoptotic genes, such as *Bid* and *Bax* were increased in *Mst-/-* EBs; while other pro-apoptosis genes such as *Bmf* and *Bcl2112* were downregulated in *Mst-/-* EBs. Similarly, some anti-apoptosis genes such as *Bcl2l1* and *Birc5* were increased in *Mst-/-* EBs, while another anti-apoptosis gene *Bcl2* was decreased. 

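*Bid*, a BH3-only activator of cell death, was 1.62-fold higher in *Mst-/-* EBs at day 4, with a log2 difference of 0.70 ± 0.21 (SD over 9 probe sets), and 1.38-fold higher at day 8, with 0.46 ± 0.34. *Bmf*, another BH3-only gene, was 1.69-fold lower at day 4, with -0.76 ± 0.45 (6 probe sets), and 1.22-fold lower at day 8. *Bcl2l12*, read here for the printed symbol Bcl2112, was lower on both days, with -0.52 ± 0.45 and -0.34 ± 0.35 (15 probe sets). *Bcl2l11*, which the printed symbol could also stand for, had 0.56 ± 0.28 and 0.13 ± 0.17 (15 probe sets). *Bax* was not analysed here. The day 4 values of *Bid* and *Bmf* were 0.41 and -0.47 when probe sets were averaged and 0.42 and -0.26 with the brightest probe set, all within 1.5-fold. *Bcl2l11* passed it at day 4 under both choices, with 0.62 and 1.30. Under the latter *Bid* passed it at day 8 with 0.79 and *Bcl2l12* at day 4 with -1.04.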

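At day 8, *Bcl2l1*, which encodes the survival factor Bcl-xL, was 1.36-fold higher in *Mst-/-* EBs, with a log2 difference of 0.44 ± 0.44 (SD over 15 probe sets). *Birc5*, a gene of mitosis and survival, was 1.15-fold higher, with 0.20 ± 0.18 (9 probe sets). *Bcl2* was 1.46-fold lower at a difference of -0.55 ± 0.38 (10 probe sets). The day 4 differences of these 3 genes were -0.17 ± 0.39, 0.08 ± 0.28 and 0.12 ± 0.41 in the same order. None passed 1.5-fold on either day, although *Bcl2* at day 8 had -0.59 when probe sets were averaged and -0.87 with the brightest probe set.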

Although it was reported that greater number of apoptotic cells were detected in *Mst1/Mst2* double knockout embryos than *Mst1/Mst2* single copy gene knockout embryos during E8.5 to E9.5[13], it was not for sure whether apoptosis were enhanced after ES cells were injected for teratoma. 

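Genes of yolk sac, blood vessel and neural tissue that are also used as tumor markers were compared. *Afp*, a fetal plasma protein of visceral endoderm and liver, was 3.85-fold lower in *Mst-/-* EBs than in wild type EBs at day 8 (SD of the log2 difference 0.50 over 18 probe sets). *Eno2*, a neuronal enolase, was 2.04-fold lower (SD 0.34, 15 probe sets), and *Cd34*, a marker of blood and vessel progenitors, was 1.95-fold lower (SD 0.11, 12 probe sets). *Nes*, which encodes nestin of neural progenitors, had a difference of -0.25 ± 0.34 (21 probe sets), within 1.5-fold. The day 4 values ran another way for *Cd34*, which was at least 1.85-fold higher in *Mst-/-* EBs, and for *Nes*, which was 1.69-fold higher, while *Afp* was below background on both arrays. With the brightest probe set of each gene alone, *Eno2* at day 8 and *Nes* at day 4 lay within 1.5-fold, at -0.54 and 0.02. From the day 8 differences of such genes the paper proposes a lower capacity to form tumors in differentiating *Mst-/-* ES cells.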

Interestingly, some tumorigenesis related genes *Afp*, *CD34*, *Eno2* and *Nes* were obviously reduced in *Mst-/-* EB, suggesting a reduced tumorigenesis capacity during *Mst-/-* ES cell differentiation. This may be one of the reasons that *Mst-/-* ES cell cannot form teratoma. 

### Deletion of *Mst1/Mst2* distorts embryonic stem cell differentiation *in vitro*

To further examine the effect of depletion of *Mst1/Mst2* in ES cell differentiation, we examined the expression of multiple lineage markers in wild type ES cells and *Mst-/-* ES cells at both day 4 and day 8 during EB formation by RT-PCR. As shown in Figure 5A, endodermal markers, *Gata6* and *Sox17*, were affected in *Mst-/-* EBs. Compared to the wild type EBs the *Sox17* level was significantly lower in day 4 *Mst-/-* EBs, whilst the *Gata6* level was lower in day 8 *Mst-/-* EBs. The expression of ectodermal markers *Sox1* and *Nestin* and mesoderm markers *T* and *Gsc* were also slightly disturbed in *Mst-/-* EBs (Figure 5A). We also selectively examined protein level of three germ layer markers by western blot. Ectoderm marker Pax6 was increased in day 4 *Mst-/-* EBs and mesoderm marker T was upregulated in day 8 *Mst-/-* EBs, while endoderm marker Gata6 was decreased in day 8 *Mst-/-* EB (Figure S4A). To find out what other genes are affected by *Mst* deletion during EB formation, expression profile of day 4 and day 8 *Mst-/-* EBs and wild type EBs were compared by microarray experiment. 

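At day 4, 1228 of 11877 genes above background were over 1.5-fold higher in *Mst-/-* EBs than in wild type EBs and 1019 were over 1.5-fold lower. At day 8 the numbers were 1019 higher and 1001 lower of 12106 genes. Besides *Hprt*, some genes were higher on both days. *H1f1*, *Serpinb9e*, *Usp26* and *Klk1b22* were below background on both wild type arrays, with bounds of at least 5.76-fold, 5.82-fold, 6.04-fold and 2.48-fold at day 4 and at least 3.97-fold, 7.26-fold, 2.15-fold and 3.34-fold at day 8. *Dnmt3l*, a cofactor of DNA methylation, was 8.28-fold and 7.57-fold higher at day 4 and day 8. *Tdrd12*, a gene of the piRNA pathway, was 7.97-fold and 6.19-fold higher, and *Nr0b1*, an X-linked gene of naive ES cells, 14.8-fold higher at day 4. Among genes lower at day 4 were *Asb4*, at least 25.5-fold lower, the receptor *Nrp1*, 20.2-fold lower, and *Hoxb2*, at least 7.89-fold lower. The *Mst-/-* signal of *Nrp1*, 6.965, was barely above the background of 6.96, so its fold is close to a bound. At day 8 the chemokine gene *Ccl3* was 24.0-fold lower, the proteoglycan gene *Dcn* 16.3-fold lower and the heme synthesis gene *Alas2* 13.5-fold lower. The same holds for *Ccl3*, whose *Mst-/-* signal was 6.925 at a background of 6.91. Among genes lower on both days, *Zeb2* and *Gas1* were 4.44-fold and 3.03-fold lower at day 4. The brightest probe set alone gave -0.50 for *Hoxb2* at day 4 and -0.25 and -0.11 for *Gas1* at day 4 and day 8, each within 1.5-fold, and for *H1f1* 0.21 at day 4 and 0.44 at day 8. The differences of day 4 and day 8, which share no array, correlated across 12454 genes with a Pearson coefficient of 0.34 and a Spearman coefficient of 0.33. Genes are not independent replicates, so no p-value is given. Of 11529 genes above background on both days, 427 were over 1.5-fold higher on both, where independent lists would share 97.0, and 206 were over 1.5-fold lower on both, against 61.2. The change from day 4 to day 8 correlated between wild type and *Mst-/-* EBs with 0.60. At a threshold of 2-fold the numbers were 517 and 389 at day 4 and 309 and 448 at day 8. On simulated arrays with receptor gene noise, 92.0% of the genes planted 2-fold higher were found past 1.5-fold and 4.35% of the unchanged genes above background were. That noise was drawn for each probe set alone and holds no spread between cultures. Among the real receptor genes 15.6% passed 1.5-fold at day 4 and 12.8% at day 8. The simulated share is therefore not a rate of false calls on these arrays.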

In keeping with the quantitative RT-PCR results, microarray data showed that the expression of multiple pluripotency-related genes and lineage associated genes was distorted. Multiple pluripotent markers, such as *Dppa2*, *Dppa3*, *Dppa4*, *Oct4*, *Sox2*, *Nanog*, *Esrrb*, *Tcl1*, *Lefty1* and *Fgf4* were higher in *Mst-/-* EBs than wild type EBs (Figure S4B). 

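Each of the 10 pluripotency genes was over 1.5-fold higher in *Mst-/-* EBs on both days, with median log2 differences of 2.15 at day 4 and 1.75 at day 8. At day 4 *Esrrb* was 6.28-fold higher (SD of the log2 difference 1.13 over 15 probe sets), *Dppa4* 4.66-fold (0.50, 7 probe sets), *Dppa2* 4.63-fold (1.04, 9 probe sets), *Sox2* 4.26-fold (0.44, 6 probe sets), *Nanog* 3.06-fold (0.29, 10 probe sets), *Lefty1* 2.85-fold (0.84, 7 probe sets), *Fgf4* 2.27-fold (0.85, 4 probe sets) and *Pou5f1*, which encodes Oct4, 2.07-fold (0.20, 7 probe sets). *Dppa3* and *Tcl1* were below background on the day 4 wild type array and at least 3.79-fold and 6.43-fold higher in *Mst-/-* EBs. At day 8 *Dppa2* was 6.02-fold higher, *Pou5f1* 3.78-fold, *Nanog* 3.71-fold and *Sox2* 1.80-fold. *Pou5f1* signal was lower at day 8 than at day 4 in both genotypes, from 11.47 to 9.06 in wild type EBs and from 12.52 to 10.98 in *Mst-/-* EBs. The study chose these genes on these arrays, so they are not independent evidence of a direction. A list of naive pluripotency genes holds all of them but *Pou5f1* and *Sox2*, so it is not independent of the study's choice. Of its 27 genes above background, 21 were over 1.5-fold higher at day 4 and 22 at day 8. Its medians were 1.76 and 1.42, both above each of 10000 random lists of matched expression (percentile 100). With dim values raised to background its day 8 median was 0.99. Of 14 primed epiblast genes, 4 were higher and 3 lower at day 4, and 8 were higher and 1 lower at day 8, among them *Dnmt3b* with 1.89 at day 8. The medians of the primed epiblast list were 0.18 at day 4 and 0.87 at day 8 (percentiles 93.9 and 100), and with the brightest probe sets 0.08 and 0.38, the latter within 1.5-fold.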

Many Ectoderm markers *Tubb3*, *Fgf8*, *Notch1* and *Fgf5* were also significantly higher in *Mst-/-* EBs than wild type EBs; whilst endoderm markers *Gata6*, *Gata4, Cxcr4* and *Sox17*, were significantly lower in day4 *Mst-/-* EBs than wild type EBs. 

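*Tubb3*, a neuronal tubulin gene, was higher in *Mst-/-* EBs at day 4, with a log2 difference of 2.07 ± 0.87 (SD over 5 probe sets), and 2.64-fold higher at day 8. *Fgf5*, a gene of the epiblast, was 4.14-fold higher at day 8, with 2.05 ± 1.15 (15 probe sets), and at day 4 had 0.20 ± 0.14. *Fgf8* had 0.14 ± 0.15 and 0.40 ± 1.01 at day 4 and day 8 (10 probe sets), and *Notch1* was slightly lower, with -0.31 ± 0.19 and -0.26 ± 0.18 (39 probe sets). The endoderm genes were all over 1.5-fold lower at day 4: the transcription factor genes *Gata4*, *Sox17* and *Gata6* were 6.89-fold, 4.26-fold and 2.68-fold lower, and the chemokine receptor gene *Cxcr4* was 7.16-fold lower (SD of the log2 differences 0.69, 1.01, 0.75 and 1.35 over 12, 11, 17 and 4 probe sets). At day 8 only *Gata6* of the 4 was lower, 1.91-fold, while *Cxcr4* and *Sox17* were 2.08-fold and 1.93-fold higher and *Gata4* had 0.20 ± 0.11. Of 12 genes of a definitive endoderm list, which shares *Sox17* and *Cxcr4* with the study, that were above background at day 4, 6 were over 1.5-fold lower and none was higher, with a median of -0.46 (percentile 0.010 of random lists), or -0.63 with probe sets averaged and -0.12 without the background filter. Of 13 at day 8, 7 were higher and none was lower, with a median of 0.70 (percentile 100), or 0.40 with the brightest probe sets. A list of primitive and extraembryonic endoderm holds the study's *Gata4*, *Gata6*, *Sox17* and *Afp*, so it is not independent of the study's choice. Of its 24 genes above background at day 4, 6 were lower and 2 higher, with a median of -0.15 (percentile 2.10), or -0.38 with the 99th percentile background. Of 27 at day 8, 7 were higher and 6 lower, with a median of 0.17, or 0.06 with the brightest probe sets. Among 18 genes of neurectoderm and neural progenitors, 2 were higher and 4 lower at day 4 and 1 was higher and 2 lower at day 8, and the medians of day 4 and day 8 were -0.03 and -0.17, the former -0.34 with the 99th percentile background. The brightest *Tubb3* probe set alone had -0.04 at day 4 and 0.03 at day 8, and *Fgf8* at day 8 had 0.73 with probe sets averaged and 0.74 with the brightest.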

Mesoderm markers *T* and *Mixl1* were similarly expressed in day 4 *Mst-/-* EBs and wild type EBs, but higher in day 8 *Mst-/-* EBs. 

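*T* and *Mixl1*, transcription factor genes of the primitive streak, were lower in *Mst-/-* EBs at day 4 and higher at day 8. The day 4 log2 differences were -0.69 ± 0.15 for *T* (SD over 11 probe sets, 1.61-fold lower) and -1.05 ± 0.14 for *Mixl1* (5 probe sets, 2.07-fold lower). At day 8 *T* was 3.03-fold higher (1.60 ± 0.87) and *Mixl1* 3.94-fold higher (1.98 ± 0.78). In wild type EBs the signal of *Mixl1* was 12.57 at day 4 and 7.74 at day 8, and in *Mst-/-* EBs 11.52 and 9.72. Of 18 primitive streak and early mesoderm genes above background at day 4, 12 were over 1.5-fold lower in *Mst-/-* EBs and 2 higher. They include *T*, *Mixl1*, *Mesp1*, *Fgf8* and *Wnt8a* of the study, and their median was -1.08 (percentile 0 of random lists). *Pdgfra*, a receptor of early mesoderm, had -3.08 ± 0.88 (27 probe sets). Of 16 such genes at day 8, 8 were higher and 1 lower, with a median of 0.60 (percentile 100), led by *Lhx1* with 2.69 ± 0.63 (9 probe sets) and *Eomes* with 2.31 ± 1.18 (13 probe sets). The brightest probe set of *T* alone gave 0.17 at day 8. The day 8 median of the list was within 1.5-fold under 4 alternatives: 0.58 with arrays centred on their medians, 0.57 with quantile normalization, 0.40 without the background filter and 0.21 with the brightest probe sets. It was 1.14 with the 99th percentile background, and the day 4 median was -0.69 with the brightest probe sets.

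**Figure D2:**
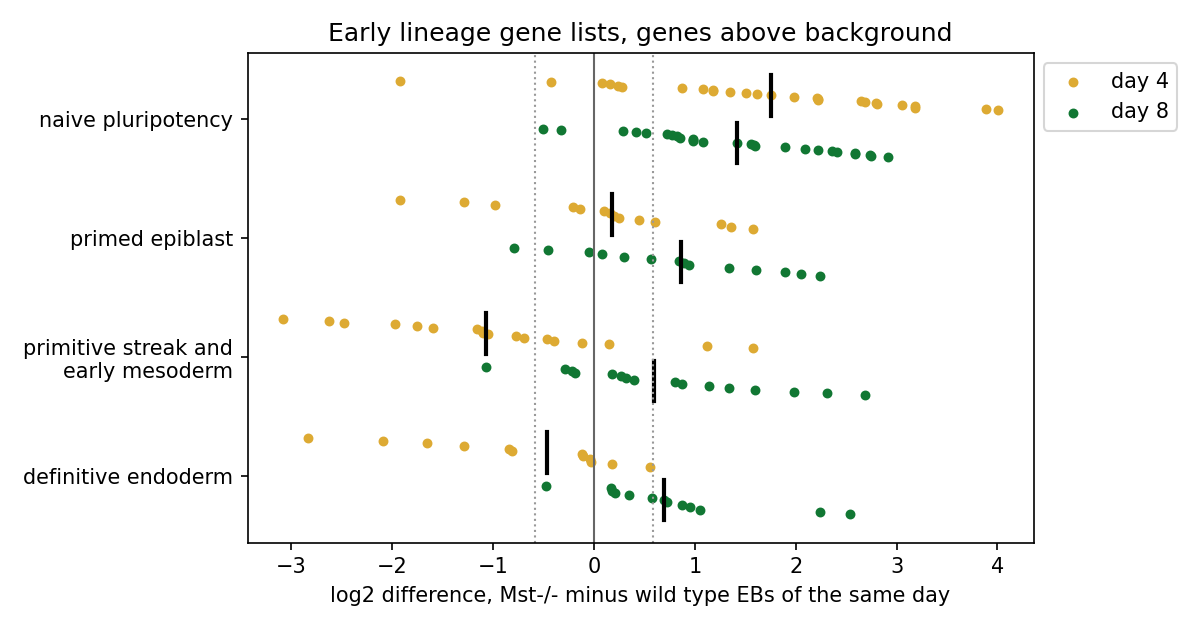
Log2 difference between *Mst-/-* and wild type EBs (horizontal axis) for genes of 4 early lineage lists at day 4 and day 8. Points are genes, black bars list medians, and dotted lines the 1.5-fold threshold. The naive pluripotency medians are 1.76 and 1.42, and the primitive streak median goes from -1.08 at day 4 to 0.60 at day 8.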

**Figure 5:**
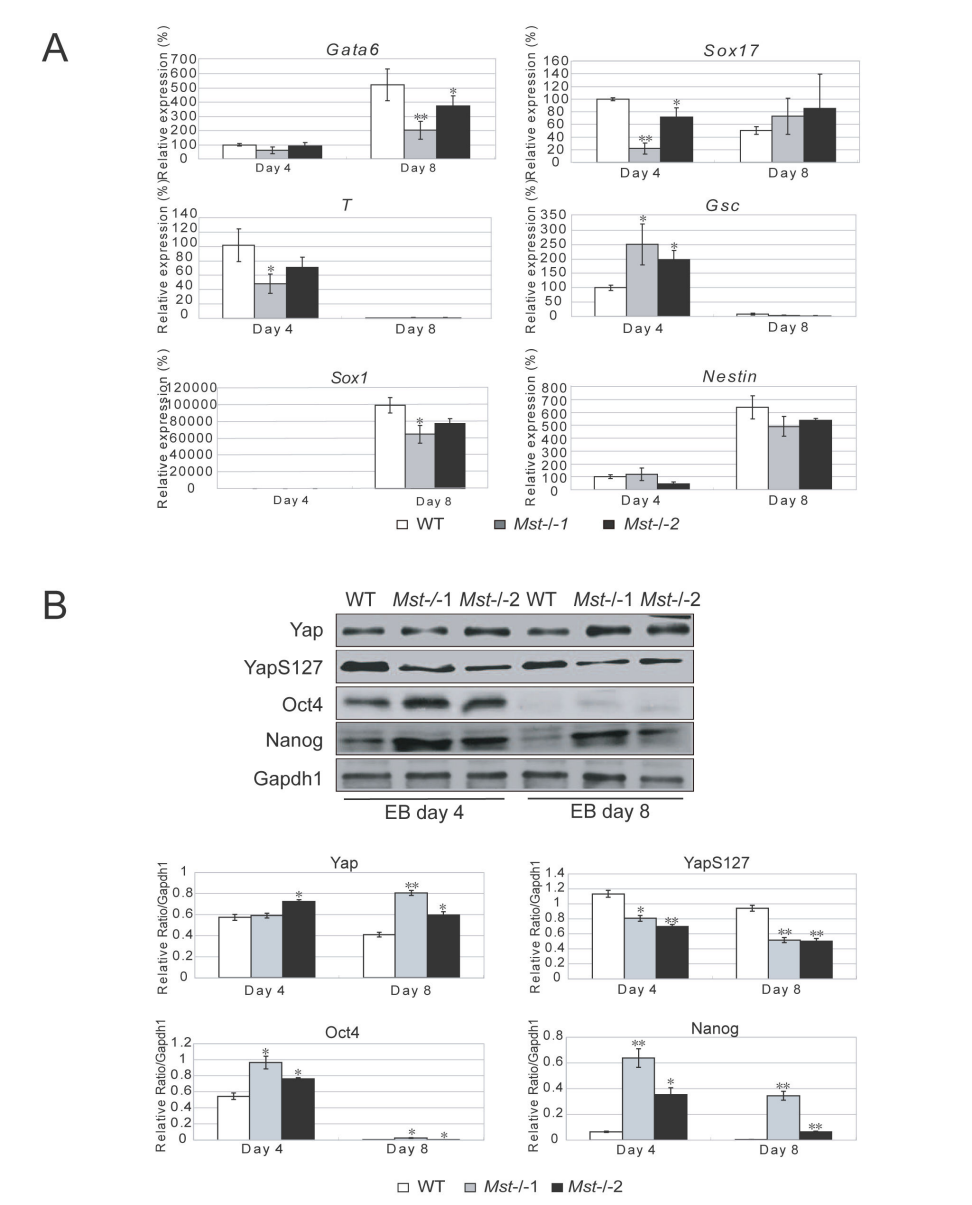
Depletion of *Mst1/Mst2* affects proper EB differentiation. (A) Quantitative real time PCR to reveal the mRNA level of endoderm markers *Gata6* and *Sox17*, mesoderm markers *T* and *Gcs*, and ectoderm markers *Sox1* and *Nestin* in wild type EBs and *Mst-/*- EBs at day 4 and day 8 during EB formation. *Actin* was analyzed as an internal control. The data were shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (B) Immunoblotting and densitometric analysis to check the protein level of Yap, YapS127, Oct4 and Nanog in day 4 and day 8 wild type EBs and *Mst-/*- EBs. Gapdh1 was analyzed as an internal control. The data are shown as the mean ± S.D (n=2). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).

To further investigate the differences between *Mst-/-* EBs and wild type EBs, we also measured the protein levels of Yap, Oct4 and Nanog during EB formation at day 4 and day 8. An evidently higher protein level of Oct4 and Nanog was detected in day 4 *Mst-/-* EBs compared to wild type EBs. At day 8, both Oct4 and Nanog were undetectable in wild type EBs, but Nanog was still expressed in *Mst-/-* EBs (Figure 5B), whilst inactivated phosphorylated Yap was consistently expressed at a lower level in *Mst-/-* EBs than wild type EBs at both day 4 and day 8. There was no obvious difference in the total Yap protein level between *Mst-/-* EBs and wild type EBs at day 4, but Yap protein level was higher in *Mst-/-* EBs than wild type EBs at day 8. Therefore, unphosphorylated active Yap was higher in *Mst-/-* EBs than in wild type EBs. Taken together, pluripotent markers Oct4, Nanog and active Yap were expressed at a higher level in *Mst-/-* EBs than wild type EBs, indicating that *Mst-/-* ES cells display differentiation resistance during EB formation (Figure 5B). This finding demonstrates that *Mst-/-* ES cells show distorted early germ layer marker expression, which may be due to sustained higher expression of pluripotent markers during *Mst-/-* EB formation. 

### *Mst1/Mst2* are required for embryonic stem cells to differentiate into cardiac progenitor cells

Besides studying the role of Mst1/Mst2 in early germ layer formation, we also examined the potential of *Mst-/-* ES cells at later lineage cell differentiation. To generate neural progenitor cells, day 4 wild type and *Mst-/-* EBs were attached to tissue culture plates in N2 medium. At day 2, epithelium-like cells were formed in both cell lines. And at day 8, neurosphere-like colonies were observed both in wild type and *Mst-/-* cells. These cells could be passaged on 0.01% Poly-L-ornithine coated culture dishes and showed proliferation in VEGF and BFGF medium (Figure S5A). The identity of NSCs was further confirmed through immunostaining with antibody against the NSC marker *Pax6* (Figure S5B). 

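*Nefm*, a neurofilament gene, was 2.87-fold higher in *Mst-/-* EBs than in wild type EBs at day 4, with a log2 difference of 1.52 ± 0.79 (SD over 9 probe sets). *Nrsn1* and *Neurod1*, genes of neurite growth and neuronal specification, were below background on the wild type array and at least 1.66-fold and 1.50-fold higher in *Mst-/-* EBs, with 4 and 3 probe sets. *Mapt*, which encodes the protein tau, was below background on all 4 arrays. At day 8 *Nefm* had 0.28 ± 0.44 and the other 3 genes were below background. A wider neuronal list holds *Nefm*, *Nrsn1*, *Neurod1*, *Mapt* and *Tubb3* of the study, so it is not independent of the study's choice. Among its 23 genes above background at day 4, 11 were over 1.5-fold higher, 2 lower and 10 within 1.5-fold. Their median was 0.31 (percentile 99.5 of random lists of matched expression). *Nefl*, another neurofilament gene, led them with 2.63 ± 0.57 (5 probe sets). Of 21 such genes at day 8, 3 were higher and 1 lower, with a median of 0.14. Against the stricter 99th percentile background the day 4 median was 0.85, with probe sets averaged 0.63 and with the brightest 0.20. The brightest *Nefm* probe set had 1.04 at day 8.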

Microarray analysis also revealed that many neurongenesis related genes such as *Mapt, Nrsn1*, *Neurod1* and *Nefm*, were expressed at a higher level in *Mst-/-* EBs than wild type EBs at day 4, indicating that Mst1/Mst2 may involve in repressing ES cell to neural lineage differentiation. 

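Of 12 genes of epidermis and skin above background at day 4, 4 were over 1.5-fold higher in *Mst-/-* EBs, 1 was lower and 7 lay within 1.5-fold. At day 8, 3 were higher, 2 lower and 7 within 1.5-fold. *Krt17*, a keratin gene, had log2 differences of 1.60 ± 1.06 and 0.59 ± 0.45 at day 4 and day 8 (SD over 10 probe sets), and *Perp*, a gene of cell junctions that is also a p53 target, 0.94 ± 0.11 and 1.04 ± 0.19 (4 probe sets). *Trp63*, the regulator of stratified epithelia, was lower at day 8, with -0.78 ± 0.51 (21 probe sets). The list medians were 0.32 and 0.19, at percentiles 98.1 and 94.5 of random lists. With the 99th percentile background, which leaves fewer genes, they were 1.02 and 0.76, with the brightest probe sets 0.05 and 0.02, and with probe sets averaged 0.58 at day 4. The list is not the set of the heatmap, whose genes the text does not name.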

Meanwhile, the expression of skin development related genes was similar in wild type EBs and *Mst-/-* EBs, suggesting the repressive role of Mst1/Mst2 in later ectoderm tissue differentiation is specific (Figure S5C).

Next, we compared the expression of some later endoderm tissue markers in *Mst-/-* EBs and wild type EBs. Although the expression of some genes is disturbed due to *Mst1/Mst2* depletion, there is no tissue specific pattern change (Figure S5C). 

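Genes of later endoderm tissues went both ways at day 8. Of 10 liver genes above background at day 8, 3 were over 1.5-fold lower in *Mst-/-* EBs, 1 was higher and 6 lay within 1.5-fold, with a median log2 difference of -0.21 (percentile 32.7 of random lists), or 0.09 without the background filter. *Alb*, which encodes albumin, had -2.03 ± 1.30 (SD over 22 probe sets), *Itih2* -2.77 ± 1.22 (24 probe sets) and *Tdo2* 1.03 ± 0.45 (14 probe sets). Of 5 pancreas genes at day 8, 2 were lower, with *Cpa1* at -1.68 ± 0.93 (10 probe sets). Of 6 intestine genes at day 8, 1 was higher and 1 lower. The intestinal regulator *Cdx2*, which is also a gene of posterior mesoderm, had -1.16 ± 0.42 at day 4 and 0.80 ± 0.47 at day 8 (7 probe sets). Of 3 lung and thyroid genes, 1 was higher at day 8, *Foxj1* of ciliated cells with 1.42 ± 0.73 (6 probe sets). At day 4 no liver, pancreas or lung and thyroid gene above background passed 1.5-fold, and the medians of these lists were 0.24, 0.08 and -0.11. Of 5 intestine genes at day 4, 2 were lower and none higher, with a median of -0.51 (percentile 1.60), or 0.01 with the brightest probe sets. The 99th percentile background, which leaves fewer genes, gave -1.5 for intestine and -0.50 for pancreas at day 4, and -1.36 for pancreas and 1.42 for lung and thyroid at day 8. The brightest probe sets gave -0.21 and -0.15 for pancreas at day 4 and day 8.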

Liver specific markers Alb and AAT protein are at the similar level in wild type EBs and *Mst-/-* EBs (Figure S5D). 

Meanwhile, we also examined *Mst-/-* ES cells for later mesoderm tissue differentiation potential. Skeletal muscle associated gene showed no changes between *Mst-/-* EBs and wild type EBs (Figure S7A). 

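Skeletal muscle genes differed little between the genotypes. Of 9 above background at day 4, 8 lay within 1.5-fold and 1 was higher in *Mst-/-* EBs, with a median log2 difference of -0.03 (percentile 33.3 of random lists). Of 7 at day 8, 5 lay within 1.5-fold, 1 was higher and 1 lower, with a median of 0.05, or -0.15 with the brightest probe sets. The higher gene was *Mylpf*, a fast muscle myosin light chain, with 2.12 ± 1.38 at day 4 and 1.39 ± 0.88 at day 8 (SD over 9 probe sets), and the lower one was *Des*, the intermediate filament gene of muscle, with -0.73 ± 0.24 at day 8 (13 probe sets). *Myog*, a regulator of myogenesis, had 0.51 ± 0.36 at day 4 (4 probe sets).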

Although the expression level of some genes related to smooth muscle, endothelial cells and mesenchymal stem cells (MSCs) was different between *Mst-/-* EBs and wild type EBs, no lineage specific expression change pattern was observed. 

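Genes of connective tissue were mostly lower in *Mst-/-* EBs at day 8. The list used for them also stands for fibroblast feeder cells, which it cannot tell apart from mesenchymal cells. Of 23 mesenchymal and fibroblast genes above background at day 8, 14 were over 1.5-fold lower and 2 were higher, with a median log2 difference of -0.91 (percentile 0 of 10000 random lists of matched expression). The matrix gene *Lum* had -3.47 ± 0.54 (SD over 3 probe sets), and the collagen genes *Col1a2* and *Col1a1* -2.80 ± 0.71 (52 probe sets) and -2.56 ± 0.52 (53 probe sets). *Nt5e*, the surface marker CD73 of mesenchymal stem cells, was higher on both days, with 2.54 ± 0.58 and 1.62 ± 0.67 (13 probe sets). At day 4, 6 of 20 genes of this list were lower and 3 higher, with a median of -0.29 (percentile 0.10), or -0.18 with the brightest probe sets. The endothelial list includes *Kdr*, *Cd34* and *Fli1*, which the study names for other lineages. Of 25 endothelial genes at day 8, 9 were lower and 1 was higher, with a median of -0.46 (percentile 0), and *Cdh5* was 2.12-fold lower. At day 4, 8 of 22 were lower and 4 higher, among them *Pecam1*, which ES cells also express, with 2.75 ± 0.94 (18 probe sets), and the median was -0.05, or -0.99 with the 99th percentile background. Of 10 smooth muscle genes at day 8, 3 were lower and 7 within 1.5-fold, with a median of -0.23 (percentile 2.74), and of 8 at day 4, 1 was lower and 1 higher. *Acta2* was 2.02-fold lower at day 4 and had -0.41 ± 0.12 at day 8 (10 probe sets). The day 8 median of the mesenchymal list was -0.51 with the brightest probe sets alone, within 1.5-fold, and that of the endothelial list -0.30.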

Interestingly, multiple hematopoietic stem cell (HSC) associated genes such as *CD34*, *CD38*, *Esam* and *Ngfr* were significantly lower in day 8 *Mst-/-* EBs than wild type EBs, suggesting a developmental delay of this lineage. 

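Besides *Cd34*, whose values are given above, *Ngfr*, a neurotrophin receptor gene, was 1.74-fold lower in *Mst-/-* EBs at day 8, with a log2 difference of -0.80 ± 0.38 (SD over 8 probe sets). *Esam*, a cell adhesion gene of vessels and blood stem cells, had -0.35 ± 0.21 (11 probe sets), within 1.5-fold. *Cd38* was not analysed here. At day 4 *Ngfr* was 1.62-fold higher and *Esam* had -0.03 ± 0.29. A wider list of stem cells and progenitors, which includes *Cd34* and *Cd38*, had a median lower only within 1.5-fold at day 4. At day 8 its median and that of erythroid genes were lower past 1.5-fold. Of 17 genes of hematopoietic stem cells and progenitors, 10 were over 1.5-fold lower and 2 higher, with a median of -0.70 (percentile 0.010 of random lists), among them the regulators *Gfi1b* with -1.76 ± 0.69 (10 probe sets) and *Tal1* with -1.34 ± 0.51 (10 probe sets). Of 13 erythroid genes, 12 were lower and none higher, with a median of -2.42 (percentile 0). The adult globin gene *Hbb-b1* had -3.31 ± 0.28 (2 probe sets), and the membrane gene *Rhag* was below background in *Mst-/-* EBs and at least 5.27-fold lower. At day 4, 7 of 16 stem cell and progenitor genes were lower and 3 higher, with a median of -0.30 (percentile 0.33), or -0.81 with the 99th percentile background and -0.14 with the brightest probe sets. Of 5 erythroid genes above background at day 4, 1 was lower and none higher. Taking the brightest probe sets alone, *Ngfr* had 0.08 at day 4 (0.56 with probe sets averaged) and -0.28 at day 8, *Tal1* -0.48, *Esam* -0.71 and the stem cell and progenitor list a median of -0.16. From the lower HSC genes the paper proposes a delay in the development of this lineage.

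**Figure D3:**
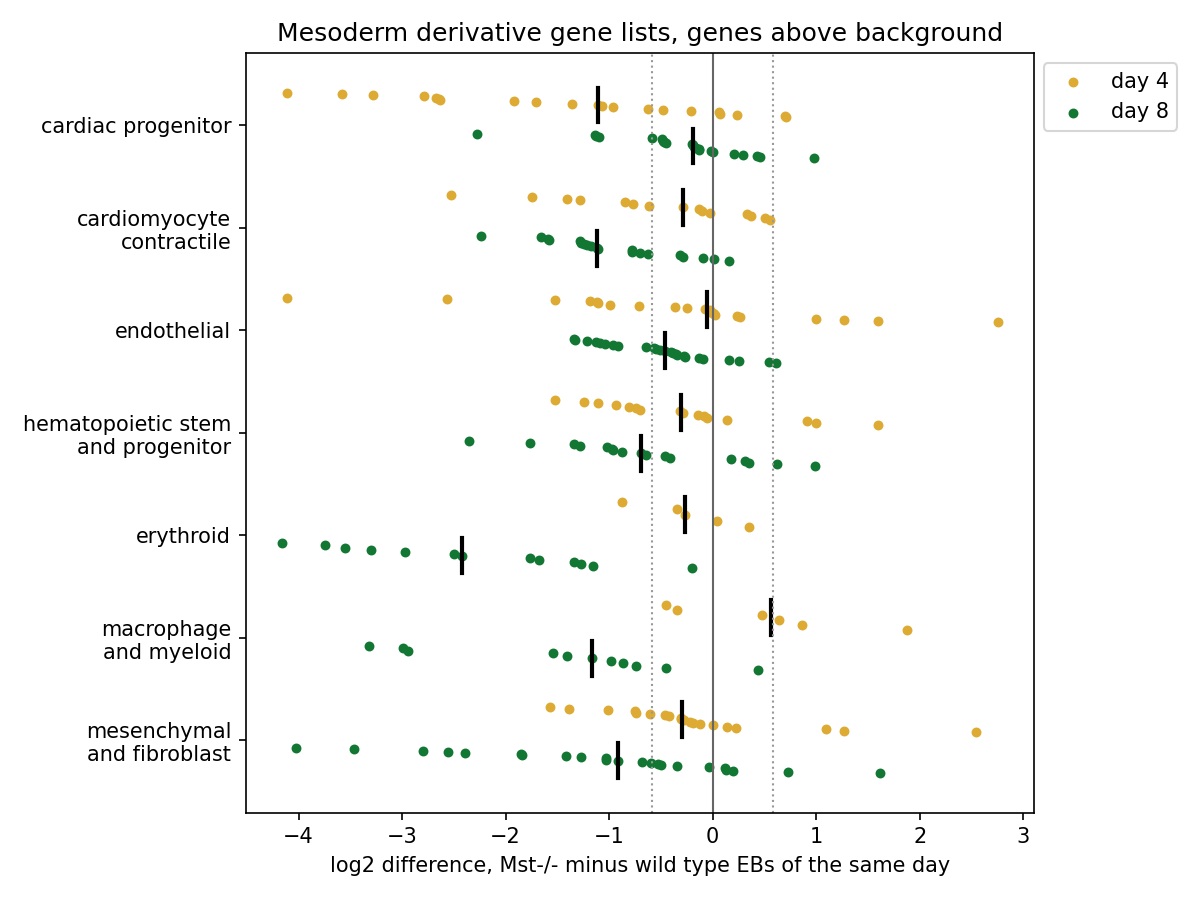
Log2 difference between *Mst-/-* and wild type EBs (horizontal axis) for genes of 7 lists of mesoderm derivatives at day 4 and day 8. Points are genes, black bars list medians, and dotted lines the 1.5-fold threshold. The medians of day 8 are -2.42 for erythroid genes and -0.70 for genes of stem cells and progenitors.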

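*Tbx5*, a regulator of heart field development, was below background in day 8 *Mst-/-* EBs and at least 3.37-fold lower than in wild type EBs, and *Kdr*, a receptor of vessel and heart progenitors, was 2.19-fold lower (SD of the log2 difference 0.19 over 33 probe sets). The other cardiac progenitor genes of the study lay within 1.5-fold at day 8, with -0.48 ± 0.27 for *Smarcd3* (14 probe sets), -0.45 ± 0.42 for *Nkx2-5* (7 probe sets), -0.13 ± 0.24 for *Isl1* (11 probe sets) and 0.25 ± 0.14 for *Etv2* (7 probe sets), and *Mesp1* was below background. The differences were larger at day 4. *Kdr* was 17.3-fold lower in *Mst-/-* EBs, *Mesp1* 6.19-fold, *Etv2* 5.94-fold, *Isl1* 3.27-fold, *Smarcd3* 2.15-fold and *Nkx2-5* 1.54-fold, while *Tbx5* was below background. A wider cardiac progenitor list holds all of these study genes but *Etv2*, so it is not independent of the study's choice. In it, 14 of 21 genes were over 1.5-fold lower and 2 higher at day 4, with a median of -1.11 (percentile 0 of random lists). At day 8, 5 of 22 were lower and 1 higher, with a median of -0.19 (percentile 0.85), or -0.34 with probe sets averaged. *Hand1* was 9.71-fold lower at day 4 and had -0.19 ± 0.20 at day 8 (5 probe sets). With the brightest probe set alone, the day 4 differences of *Smarcd3* and *Nkx2-5* were -0.23 and -0.04, and with probe sets averaged that of *Nkx2-5* was -0.29.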

Besides, cardiac stem cell genes *Tbx5*, *Smarcd3*, *Isl1*, *Mesp1*, *Kdr*, *Etv2* and *Nkx2.5* were dramatically decreased in day 8 *Mst-/-* EBs. 

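Genes of contracting heart muscle were lower in *Mst-/-* EBs at day 8. *Myh6*, the atrial myosin heavy chain gene, was 3.01-fold lower, with a log2 difference of -1.59 ± 0.73 (SD over 39 probe sets). *Igf1*, a growth factor gene, was 2.89-fold lower (0.65 SD, 9 probe sets), *Ankrd1*, a stress-responsive gene of cardiac muscle, 2.27-fold lower (0.31 SD, 11 probe sets), and *Fli1*, a transcription factor gene of blood and vessels, 1.56-fold lower (0.24 SD, 12 probe sets). At day 4 *Ankrd1* and *Myh6* were below background on both arrays, *Fli1* was at least 1.87-fold lower, and *Igf1* was below background in wild type EBs and at least 1.15-fold higher, or 0.67 with its brightest probe set. Of 20 contractile genes above background at day 8, which include the study's *Myh6* and *Ankrd1*, 15 were over 1.5-fold lower and none higher. Their median was -1.12 (percentile 0 of random lists). The ventricular light chain gene *Myl2* led them with -2.24 ± 0.33 (6 probe sets), followed by *Actn2* with -1.66 ± 0.61 (26 probe sets). Of 15 at day 4, 7 were lower and none higher, with a median of -0.29 (percentile 0.585), or -0.77 with the 99th percentile background and -0.17 with the brightest probe sets. The list was higher at day 8 than at day 4 in both genotypes, by a median of 2.76 in wild type EBs and 2.24 in *Mst-/-* EBs. With the brightest probe set alone, *Fli1* had -0.04 at day 4, *Myh6* and *Fli1* had -0.39 and -0.25 at day 8 and the list a median of -0.44. With probe sets averaged *Fli1* had -0.50 at day 8.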

Cardiomyocyte related genes, such as *Igf1*, *Ankrd1*, *Fli1* and *Myh6* were also downregulated in day 8 *Mst-/-* EBs. Representative genes of later mesoderm tissues were also selected to validate by RT-PCR, the results matched the microarray profile and also confirmed the downregulation of cardiac lineage genes in *Mst-/-* EBs (Figure S7B). 

To validate whether *Mst-/-* ES cells have defect in cardiac lineage differentiation, day 6 wild type and *Mst-/-* EBs were plated on human fibronectin treated dishes to induce cardiac lineage cells. On day 3, a lot of beating cell clumps were observed in wild type sample but no beating cell clumps were observed in *Mst-/-* samples (Figure 6A, Movie S1 and Movie S2). Longer culture time revealed that a few beating cell clumps emerged from day 12 in *Mst-/-* samples. However, the beating cell clumps in *Mst-/-* samples were about 6 times less than wild type EBs even after culturing for 20 days (Figure 6B). RT-PCR also confirmed that cardiac progenitor markers *Nkx2.5*, *Tbx5*, *Mesp1*, *Isl1* and *Baf60c* were significantly repressed in *Mst-/-* samples as compared to wild type samples (Figure 6C). Immunofluorescence revealed that Nkx2.5 was expressed in the wild type samples but not in the *Mst-/-* samples (Figure 6D). Western blot analysis of the protein lysates also confirmed expression of Mesp1, Isl1 and Nkx2.5 in the wild type samples, but not in the *Mst-/-* samples (Figure 6E). All these data demonstrated that Mst1 and Mst2 were required for ES cells to differentiate into cardiac lineage cells.

**Figure 6:**
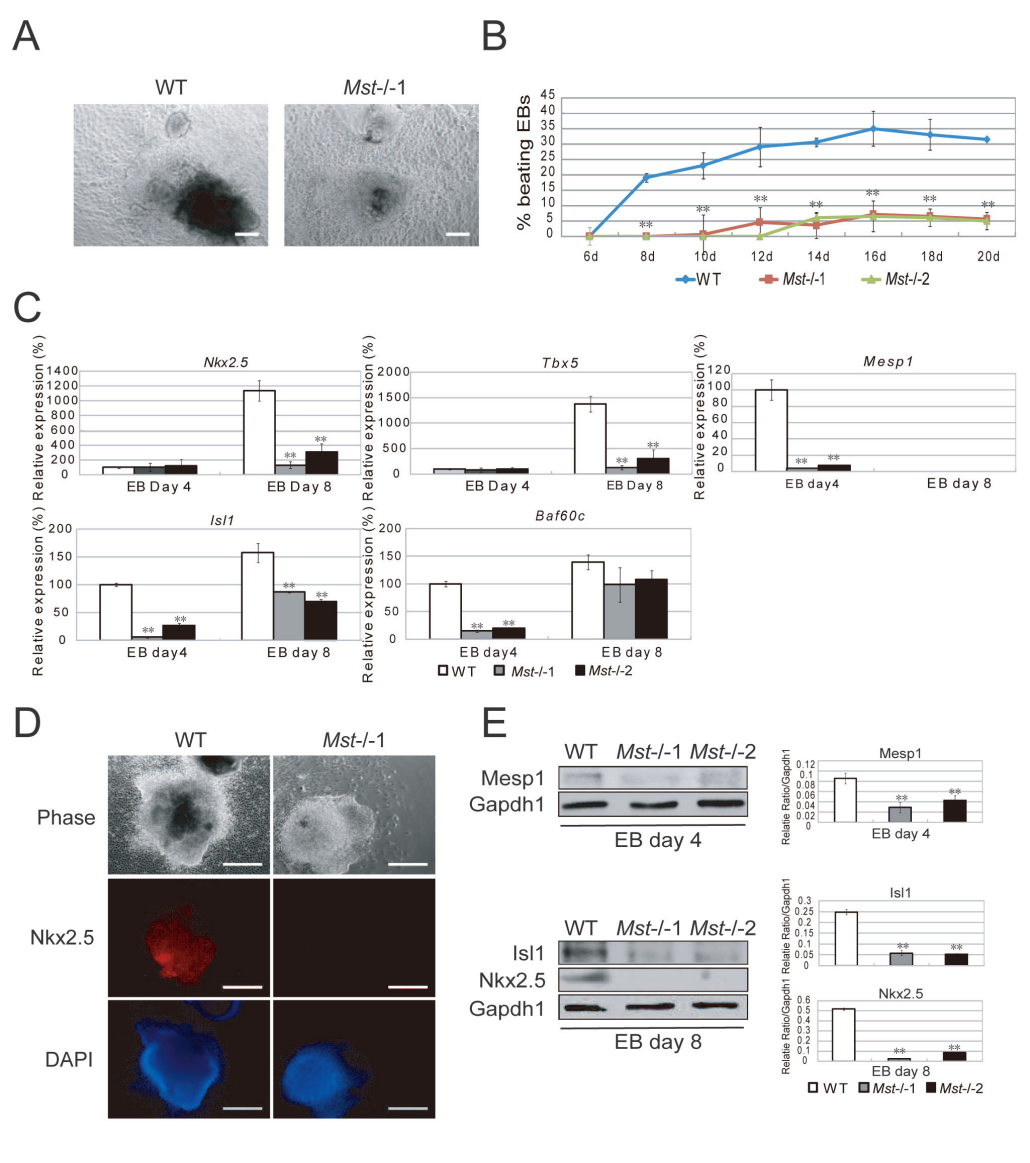
ES cell to cardiac progenitor cell differentiation is disturbed by *Mst1/Mst2* depletion. (A) Phase contrast pictures of differentiated wild type EBs and *Mst-/*- EBs in cardiac differentiation medium. Scale bar, 200 μm. (B) Percentage of spontaneously beating EBs determined from day 6 to day 20 during differentiation (n>100 per time point). *Mst-/-*EBs showed a significant less beating EBs than wild type EBs. Experiments were performed in triplicate, and error bars represent SD. Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (C) Relative mRNA levels of cardiac progenitor cell markers *Nkx2.5, Tbx5, Mesp1, Isl1* and *Baf60c* in wild type and *Mst-/*- EBs at day 4 and day 8 during EB formation. *Actin* was used as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (D) Immunofluorescence stain with antibody against Nkx2.5 to examine cardiac progenitor marker *Nkx2.5* expression in the wild type EBs and *Mst-/*- EBs in cardiac differentiation medium for 8 days. Scale bar, 200 μm. (E) Immunoblotting and denstitometric analysis with antibody against Mesp1, Isl1 and Nkx2.5 to check their expression in wild type EBs and *Mst-/*- EBs in cardiac differentiation medium for 4 days or 8 days. Gapdh1 was analyzed as an internal control. The data are shown as the mean ± S.D (n=2). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).

### *Mst1/Mst2* are involved in cardiogenesis through regulating non-canonical wnt ligands

Wnt signaling plays an important role in regulating cardiac progenitor cell specification. Canonical Wnt3a/β-catenin signaling is important for cardiomyogenesis during development. While non-canonical Wnt ligand Wnt2 accelerates cardiac myocyte differentiation from ES-cell derived mesodermal cells and Wnt5a is essential for second heart field progenitor development. 

To check whether there is any link between the defect of *Mst-/-* ES cell cardiac lineage differentiation and the Wnt signaling abnormal regulation, we examined the expression of Wnt ligand genes in day 4 and day 8 wild type and *Mst-/-* EBs. 

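*Wnt1* was below background on all 4 arrays. *Wnt3a* was above background and alike in both genotypes, with log2 differences of -0.01 ± 0.18 at day 4 and -0.14 ± 0.35 at day 8 (SD over 7 probe sets). *Wnt8a*, a ligand gene of the early streak, was 2.17-fold higher in *Mst-/-* EBs at day 4, with 1.12 ± 0.80 (11 probe sets), and had 0.27 ± 0.57 at day 8. *Wnt3*, which acts in streak formation, was lower at day 4, with -0.78 ± 0.33, and higher at day 8, with 1.14 ± 0.49 (6 probe sets). Of 9 canonical ligand genes above background at day 4, 2 were over 1.5-fold higher, 1 lower and 6 within 1.5-fold, with a median of 0.11, and of 8 at day 8, 2 were higher and 6 within it. *Ctnnb1*, which encodes β-catenin, had -0.10 ± 0.05 and 0.05 ± 0.05 (17 probe sets). Of 16 target genes of β-catenin, 8 were lower and 1 higher at day 4, with a median of -0.52 (percentile 0 of random lists), led by *Dkk1* with -2.15 ± 0.21 (7 probe sets), and 6 were higher and none lower at day 8, with a median of 0.47 (percentile 100). The target list shares *T*, *Cdx1* and *Cdx4* with the primitive streak list, so its course is not independent of that list. The brightest probe set of *Wnt8a* alone had 0.04 at day 4. With the 99th percentile background the canonical ligand genes had medians of 1.05 and 0.79 at day 4 and day 8 and the target genes -0.68 at day 4. The day 8 median of the target genes was 0.13 with the brightest probe sets.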

The expression of canonical Wnt ligand gene *Wnt1 and Wnt3a* showed no change between in *Mst-/-* EBs and wild type EBs, while another canonical Wnt ligand gene *Wnt8a* was slightly increased (Figure 7A). RT-PCR and western blot to examine their downstream mediator β-catenin revealed that total and active β-catenin were at the similar level in wild type EBs and *Mst-/-* EBs, indicating the defect of *Mst-/-* ES cell to cardiac lineage differentiation may not be related to canonical Wnt signaling (Figure 7B and 7C). On the other hand, several non-canonical Wnt ligand genes, such as *Wnt2*, *Wnt2b*, and *Wnt5a*, were significantly downregulated in *Mst-/-* EBs (Figure 7A). 

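*Wnt2* was lower in *Mst-/-* EBs on both days, 2.89-fold at day 4, with a log2 difference of -1.53 ± 0.84 (SD over 7 probe sets), and 4.23-fold at day 8, with -2.08 ± 0.19. Its day 4 signal in *Mst-/-* EBs, 6.97, was barely above the background of 6.96. *Wnt5a* was below background in day 4 *Mst-/-* EBs and at least 8.78-fold lower than in wild type EBs, and it was 1.63-fold higher at day 8, with 0.70 ± 0.29 (14 probe sets). Its signal was 10.10 and 9.27 in wild type EBs at day 4 and day 8, and 9.98 in *Mst-/-* EBs at day 8. *Wnt2b* was 4.14-fold lower at day 4, with -2.05 ± 1.07 (7 probe sets), and did not differ at day 8, with 0.02 ± 0.38. *Wnt11*, which the study counts among the canonical ligands, had 0.06 ± 0.38 and 0.00 ± 0.12 (9 probe sets). A list of noncanonical ligands and receptors holds *Wnt5a* and *Wnt11* but not *Wnt2* and *Wnt2b*, so it is not the study's noncanonical group. Of its 7 genes above background, 6 lay within 1.5-fold on each day, among them the receptor genes *Ror1* and *Ror2* with -0.55 ± 0.19 and -0.44 ± 0.14 at day 4 (11 and 12 probe sets). The brightest probe set of *Wnt2b* alone had 0.01 at day 4. The paper reasons toward a link between noncanonical Wnt signaling and the cardiac defect of *Mst-/-* ES cells. It does so from the lower ligand genes and from the role of such ligands in heart progenitors. It also reports that added Wnt5a protein rescued the beating of *Mst-/-* EBs in part.

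**Figure D4:**
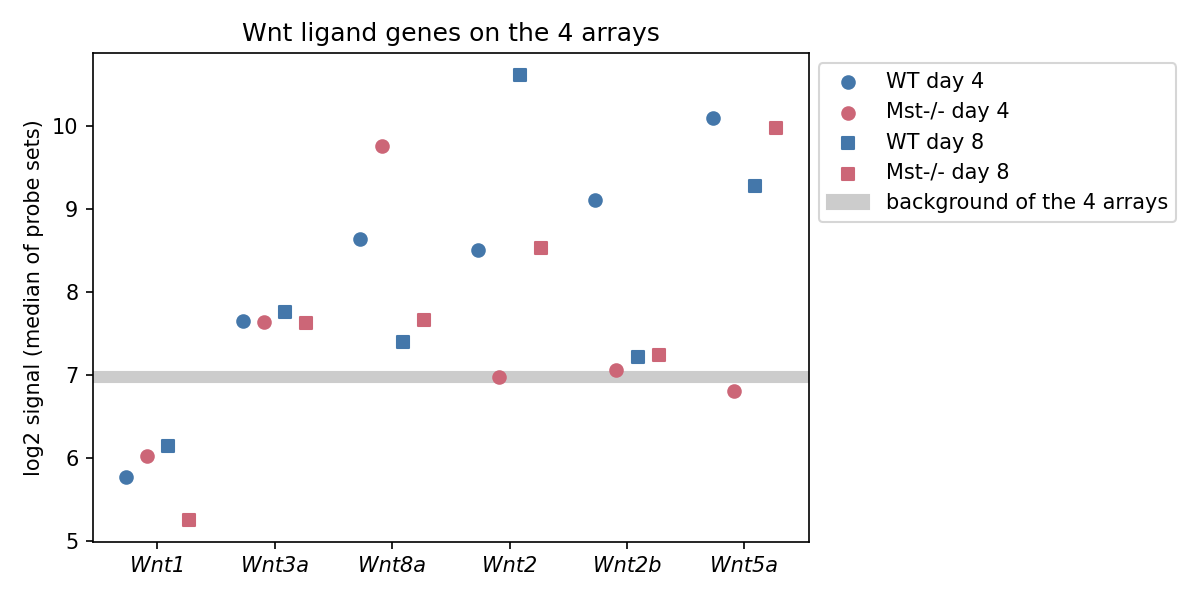
Log2 signal of 6 Wnt ligand genes (medians over probe sets) on the 4 arrays, circles for day 4 and squares for day 8, with the range of the 4 backgrounds in grey. *Wnt2* is lower in *Mst-/-* EBs on both days, *Wnt5a* only at day 4, and *Wnt1* lies below background on each array.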

Exogenous Wnt2 can enhance ES cell to cardiomyocyte differentiation. To validate whether Wnt5a can also enhance the differentiation, we first examined Wnt5a expression during wild type EB differentiation. We found that Wnt5a was dramatically increased in day 4 EBs (Figure 7D). Therefore we added Wnt5a recombinant protein to day 2 *Mst-/-* EB culture. Notably, *Mst-/-* EBs grown in medium supplemented with Wnt5a showed increase number of beating EBs compared to *Mst-/-* EBs grown in non-Wnt5a medium on day 8 and day 10, although less than wild type EBs, indicating that Wnt5a can partially rescue *Mst-/-* EB defect for cardiomyocyte differentiation (Figure 6B and 7E). Taken together, these data suggest that Mst1/Mst2 may involve in cardiomyocyte differentiation through crosstalking with non-canonical Wnt signaling.

**Figure 7:**
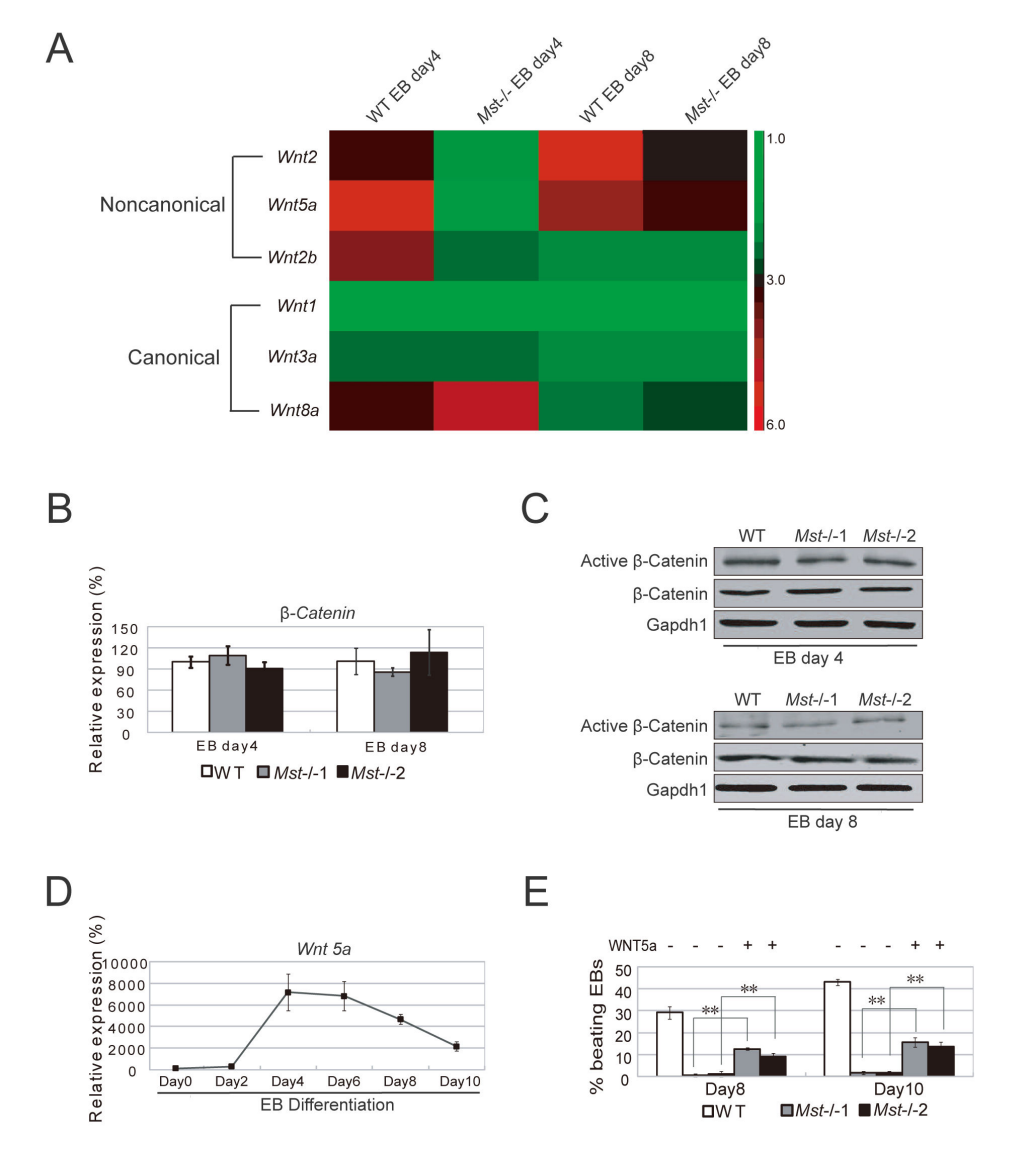
ES cell to cardiac progenitor cell differentiation is disturbed by *Mst1/Mst2* depletion. (A) Heatmap of the expression of non-canonical Wnt signaling ligands (Wnt2, Wnt2b and Wnt5a) and canonical Wnt ligands (Wnt1, Wnt3a, Wnt8a and Wnt11) in day 4 and day 8 wild type EBs and *Mst-/*- EBs. (B) Relative mRNA levels of β-catenin in wild type and *Mst-/*- EBs at day 4 and day 8 during EB formation. *Actin* was used as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (C) Immunoblotting analysis with antibodies against Active β-catenin and total β-catenin to check its expression in day 4 and day 8 wild type EBs and *Mst-/*- EBs. Gapdh1 was analyzed as an internal control. (D) Relative mRNA levels of Wnt5a during EB formation from day0 to day10. *Actin* was used as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (E) Recombinant Wnt5 were supplemented to the *Mst-/-*EB culture from day 2 and day 10. Wild type EBs and *Mst-/*- EBs were grown in non-Wnt5a supplemented medium as controls. The percentage of beating EBs was profiled on day 8 and day 10 after initiating EBs culture. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).

## Discussion

Mst1 and Mst2, the key components of the Hippo pathway in mammals, have been widely studied in different cell types, such as liver, neural, heart and intestine cells, in humans and mice. In these cell types, *Mst1* and *Mst2* are mainly involved in restricting cell proliferation, promoting apoptosis and regulating tumorigenesis [12,20,22-24,39]. Mst1 and Mst2 also play critical roles in mouse embryo development. Single *Mst1* or *Mst2* deletion gives rise to only minor defects in mice after birth, but deletion of both *Mst1* and *Mst2* simultaneously leads to embryonic lethality at E8.5 as a result of obvious defects in placental development and vascular patterning, etc [11-13]. 

To dissect the role of Mst1/Mst2 in mouse embryonic stem cells, we established *Mst-/-* ES cells. We found that phosphorylated Yap was decreased whilst unphosphorylated Yap was increased in *Mst-/-* ES cells. Consistently, Yap downstream targets, *Ctrf* and *Cyr61* were also significantly upregulated in *Mst-/-* ES cells. This confirms that the Hippo pathway is active in mouse ES cells and that Mst1/Mst2 contributes to deactivate Yap. But it is interesting that residual phosphorylation of Yap can be detected in *Mst-/-* ES cells, indicating that Mst kinases may not be the exclusive components that lead to Yap inactivation and alternative pathways may exist to inactivate Yap. Actually, it was reported that Akt kinase can phosphorylate Yap at Serine 127 to regulate Yap translocation [40,41]. Besides, angiomotin (Amot) and angiomoti-like1 (AmotL1) physically interact with Yap and restrict Yap activity in a Hippo pathway-independent manner [42,43]. Therefore, Yap regulation *in vivo* is a multi-level complicated procedure. Unphosphorylated Yap is an important pluripotent factor which plays a critical role in maintaining embryonic stem cell pluripotency and improves the efficiency of iPSC formation. Yap directly binds to the regulatory regions of *Nanog* in mouse ES cells based on the ChIP-seq data published [26]. We consistently detected higher level of *Nanog* in *Mst-/-* ES cells and early *Mst-/-* EB than wild type control, suggesting that unphosphorylated Yap may directly binds to *Nanog* and activate its expression. Since ES cells with high level of Nanog show differentiation resistance, *Mst-/-* ES cells also show differentiation resistance due to upregulation of Nanog.

It is very intriguing that *Mst-/-* Es cells show enhanced cell proliferation (Figure 4, S6A and S6B), but cannot form teratomas in nude mice. *Mst-/-* ES cells obviously maintained ES cell surface identity, as *Mst-/-* ES cells can integrate into ICMs (Figure S4). But *Mst-/-* EB differentiation capacity is somehow distorted and weakened. For example, *Mst-/-* ES cells show great defect in cardiac lineage differentiation. It is unclear whether the differentiation distortion of ES cells links to their teratoma formation capacity. As embryonic carcinoma cells (EC cells) are also pluripotent, but with lower differentiation capacity as compared to ES cells, they can form teratocarcinomas, a malignant teratoma. Although *Mst-/-* embryos show greater number of cell apoptosis than the control [13]. Our *Mst-/-* EB microarray data show no strong evidence of enhance apoptosis during differentiation. Whereas relative lower expression level of tumorigenesis genes *Eno2*, *Nes*, *CD34* and *Afp* in *Mst-/-* EBs than wild type EBs may be one of the reasons that *Mst-/-* ES cells cannot grow teratoma. Besides, it is reported that natural killer (NK) cells which are still active in nude mice preferentially involved in rejecting undifferentiated ES cells [44]. *Mst-/-* ES cells show differentiation resistance. Hence, they may be more susceptible for elimination by NK cells than wild type ES cells in nude mice. This may account for another reason for the failure of teratoma formation of *Mst-/-* ES cells. Above all, the inability of ES cells to form teratomas after *Mst1/Mst2* deletion is quite interesting. It indicates that we can prevent teratoma formation from ES cells through inhibition of Mst1/Mst2 kinase activities, though further investigations are required to elucidate the mechanism of this. Although it is premature to translate this idea into an application, the transplantation of ES cells, combined with Mst kinase inhibition, may be worthy of trials in the repair of certain lineage cells, such as neural progenitor cells, in which *Mst1/Mst2* do not play essential roles. Such treatments will however be limited by the fact that Mst1/Mst2 are required for differentiation into cardiac progenitor cells and possibly other cell lineages.

To dissect the role of Mst1/Mst2 in ES cell differentiation, in this study, we systematically compared the transcriptome between *Mst-/-* ES cells and wild type ES cells during their EB formation. We found that *Mst-/-* ES cells display some lineage differentiation distortion. For example, the expression of early endoderm gene is obviously decreased in day 4 *Mst-/-* EBs, while the expression of most early ectoderm genes is upregulated, suggesting Hippo signaling may play an important role in early germ layer determination. There is no obvious disturbance in early mesoderm formation in *Mst-/-* EBs. But Microarray comparison of the mesoderm derived tissue expression profile revealed that markers of cardiac lineage and hematopoietic stem cells (HSC) are synergistically affected, suggesting an important role of *Mst1/Mst2* in the differentiation of mesoderm to these lineages. 

*Mst1/Mst2* double knockout mice can form heart *in vivo*, however, the organization and morphology were abnormal, suggesting Mst1/Mst2 play an essential role in heart formation. Recent research reported crosstalk between the Hippo pathway and canonical Wnt signaling in regulating cardiomyocyte proliferation [45-47]. In order to gain insight into the detailed mechanism, we analyzed the microarray data of day 4 and 8 EBs and found that Wnt ligands show different expression between *Mst-/-* EBs and wild type EBs. As canonical Wnt signaling downstream mediator β-catenin show no obvious change in *Mst-/-* EBs, canonical Wnt signaling therefore is not responsible for the cardiac lineage differentiation defect in the *Mst-/-* ES cells. Interestingly, non-canonical Wnt signaling ligands *Wnt2*, *Wnt2b* and *Wnt5a* were significantly decreased in *Mst-/-* EBs compared to wild type cells. *Wnt2b* null ES cells form no beating EBs, with much lower levels of cardiac genes than wild type EBs [48]. Exogenous Wnt2 can promote ES cell to cardiac lineage cell differentiation [49]. The *Wnt5a* signal is instructive for the differentiation of cardiac neural crest (CNC) cells during formation of the aortopulmonary septum through a non-canonical Wnt/Ca2^+^ pathway and hence essential for second heart field progenitor development [50-53]. We found that addition of Wnt5a recombinant proteins can partially rescue cardiac differentiation defect of *Mst-/-* EBs, which further substantiate that Hippo pathway regulates cardiac lineage differentiation through crosstalk with non-canonical Wnt signaling. Our studies indicate however that there might be connections between these two pathways. This area requires further exploration.

## Materials and Methods

### ES cell derivation and cell culture

All mouse experiments are performed under the approval from Animal Experimentation Ethics Committee (AEEC) in the Chinese University of Hong Kong. *Mst-/-* knockout mouse embryos were obtained by crossing *Mst1+/-, Mst2-/-* (C57BL/6) female and male mice. E3.5 blastocysts were ﬂushed out from the uterus and cultured on mitomycin treated MEF feeder in a 96-well plate with N2B27 medium with 2i (PD0325901, 0.4mM: Stemgent, San Diego, CA; CHIR99021, 3mM: Stemgent) and LIF (1000 U/ml). The ICM outgrowths were treated with 0.05% Trypsin (Invitrogen) and passaged on a 24-well plate until stable ES cell lines were obtained. The ES cells were maintained on feeders under the normal ES medium (DMEM supplemented with 15% FBS, 0.1 mM non-essential amino acids, 0.1mM 2-mercaptoethanol, 2mM Glutamine, 100U/ml penicillin/streptomycin and 1000U/ml LIF). To obtain feeder free ES cells, the ES cells were grown on a 0.2% Gelatin coated dish in 2i+LIF medium. For ES cell differentiation, 2i and LIF were removed from the ES medium and 2μM RA was added to enhance differentiation. For EB formation, wild type ES cells and *Mst-/-* ES cells were trypsinized into single cells and then replaced at 1x10^6^ cells in a 10 cm non-adherent dish in ES cell medium devoid of 2i and LIF. Floating EBs were harvested at 4 days or 8 days for analysis. For cell proliferation assay, 1x10^5^ cells were plated in 6-well dishes. The cells were trypsinized to single cells and counted on day 3 and day 4. For neural stem cell differentiation and cardiac progenitor cell differentiation, previously described methods were followed [54,55]. Briefly, for neural stem cell differentiation, day 4 EBs were cultured in DMEM+10%FBS medium for 24 hours on tissue culture plate to allow EBs to attach to the plate. The medium was subsequently switched to DMEM/F12 (1:1) supplemented with N2 and changed every 2 days. For passage, cells were dissociated by 0.25% trypsin + 0.04% EDTA and then replated in DMEM/F12 (1:1) supplemented with N2 and bFGF (5ng/ml) medium. For cardiac progenitor cell differentiation, day 6 EBs were plated onto a tissue culture plate treated with human fibronectin for further analysis. For the rescue experiment, WNT5a recombinant protein were purchased form R&D company, 200ug/ml WNT5a were added to *Mst-/-* EB samples on day 2.

### Quantitative real-time PCR

Total RNAs were extracted from ESC or EB samples using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. Aliquots of 1μg of RNA were used as templates for reverse transcription with the PrimeScript RT reagent Kit (TaKaRa) according to the instructions. Real-time PCR analysis was performed using the ABI Prism 7900HT machine (Applied Biosystems) with the SYBR Premix Ex Taq (TaKaRa). The generated threshold cycle (CT) value for each transcript was normalized against the CT value of an internal control, *Actin*, and subsequently normalized against the CT value of corresponding transcripts of the control sample. The sequences of RT primers are listed in Table S1. For each primer used, only one correct size band was observed. All experiments were repeated at least three times with samples from independent experiments. 

### Western blot analysis

ESC or EB samples were collected and washed twice with PBS. RIPA buffer (150 mM NaCl, 10 mM Tris, pH 7.2, 0.1% SDS, 1.0% Triton X-100, 1.0% deoxycholate, 5 mM EDTA, and protease inhibitors) was used to lyse the cells. Protein samples were separated by SDS-polyacrylamide gel electrophoresis and transferred to PVDF membranes (Pall corporation). The membranes were blocked with 5% nonfat dry milk (BD company) in TBST+0.1% Tween and incubated with primary antibody in TBST+0.1% Tween overnight at 4°C. The primary antibodies and dilutions used were mouse anti-Gapdh (A-3) (sc-137179; Santa Cruz Biotechnology) at 1/2,000, goat anti-Oct3/4 (N-19) (sc-8628; Santa Cruz Biotechnology) at 1/2,000, rabbit anti-Nanog (RCAB0002P-F; Cosmo bio co) at 1/2000, rabbit anti-Mst1 (catalog no. 3682; Cell Signaling Technologies) at 1/1,000, rabbit anti-Mst2 (catalog no. 3952; Cell Signaling Technologies) at 1/1,000, rabbit anti-Yap (catalog no. 4912; Cell Signaling Technologies) at 1/1,000, rabbit anti-Phospho-Yap (Ser127) (catalog no. 4911; Cell Signaling Technologies) at 1/1,000, rabbit anti-Pax6 (Ab2237; Milipore) at 1/1,000, goat anti-Brachyury (N-19) (sc-17743; Santa Cruz Biotechnology) at 1/1,000, rabbit anti-Gata6 (AF1700; R&D system) at 1/1,000, goat anti-Mesp1 (T-15) (sc-163078; Santa Cruz Biotechnology) at 1/1,000, goat anti-Nkx2.5 (N-19) (sc-8697; Santa Cruz Biotechnology) at 1/1,000, rabbit anti-Islet1 (T-15) (ab-20670; Abcam) at 1/1,000, mouse anti active-β-Catenin (05-665; Milipore) at 1/1,000, rabbit anti β-Catenin (95875; Cell signaling) at 1/1,000, goat anti-AAT (G-17) (sc-14586; Santa Cruz Biotechnology) at 1/1,000, goat anti-Albumin (A90-134A; Bethyl) at 1/1,000Signals were detected with ECL detection reagents (Abcam). Densitometric analysis was performed with software ImageJ. The relative ratio of protein dentisty was calculated by normalizing with Gapdh1. 

### Alkaline Phosphatase staining

ES cells were fixed with a fixative solution (90% Methanol and 10% Formaldehyde) for 20 minutes at room temperature, and then rinsed with 1x Rinse buffer (20mM Tris-HCl, pH 7.4, 0.15M NaCl, 0.05% Tween-20), followed by incubating the cells in Alkaline Phosphatase staining solution (Fast Red violet/Naphthol AS-BI phosphate solution/Water=2:1:3) in the dark at room temperature for 15 minutes. The cells were then washed with PBS buffer and photographed with an Olympus microscope (FV1000, Olympus, Tokyo, Japan).

### Immunofluorescence stain

Immunoﬂuorescence staining of ES and differentiated cells was performed with the following standard protocols. Cells were fixed in 4% paraformaldehyde at room temperature for 10 minutes and permeabilized with 0.5% Triton X-100 (for nuclear stain), followed by blocking with 1% BSA in PBS for 1 hour and then primary antibody overnight at 4°C. The primary antibodies and dilutions used were anti-SSEA1 antibody (SC-21702, Santa Cruz Biotechnology) at 1:200, goat anti-Oct3/4 (N-19) (sc-8628; Santa Cruz Biotechnology) at 1/200, rabbit anti-Yap (catalog no. 4912; Cell Signaling Technologies) at 1/100, rabbit anti-Phospho-Yap (Ser127) (catalog no. 4911; Cell Signaling Technologies) at 1/100, rabbit anti-Pax6 (Ab2237; Milipore) at 1/200, goat anti-Nkx2.5 (N-19) (sc-8697; Santa Cruz Biotechnology) at 1/200, After washing with PBS, the samples were incubated with the appropriate secondary antibodies, conjugated with Alexa Fluor 594 (Molecular Probes) in PBS, for 1 hour at room temperature. Nuclei were stained with 4, 6-diamidino-2-phenylindole dilactate (DAPI; Molecular Probes, D3571) for 10min. Images were captured with an Olympus fluorescence microscope (FV1000, Olympus, Tokyo, Japan). 

### Teratoma Assays

2x10^6^ wild type ES cells and *Mst-/-* ES cells respectively were harvested with 0.25% Trypsin, suspended in 0.9% NaCl and injected subcutaneously into nude mice. Six weeks after injection, the nude mice were euthanized and tumors removed were fixed in 4% paraform, and then subjected to hematoxylin and eosin stain for histological analysis.

### Microarray

Total RNA derived from wild type and *Mst-/-* ES cell and EB samples (day 4 and 8) was extracted with Trizol (Invitrogen) and purified with an RNeasy mini-kit (Qiagen). The purified RNAs were reversed-transcribed, labeled and hybridized to Affymetrix mouse exon 1.0 ST Array. The arrays were processed following the manufacturer’s instruction. The data were analyzed with software Partek and Genespring. The threshold for gene expression was set at >1.5-fold. Miscroarray data are accessible under GEO accession number GSE50219.

### Cell cycle analysis

Wild type ES cells and *Mst-/-* ES cells were trypsinized into single cells and then fixed in cold 70% ethanol overnight. RNA was removed by 100 µg/ml Rnase (Sigma) treatment at room temperature for 20 minutes. The cells were then stained with 5 mg/ml propidium iodide (PI, Sigma) at 37 degree for 1 hour. Flow cytometric analysis was carried out on 10,000 gated events using FACSCalubur (BD Biosciences). Then cell cycle phase distribution was analyzed using software Flowjo (version 7.6). 

### Brdu cell proliferation assay

Wild type and *Mst-/-* ES cells were pulse-labelled with BrdU (1:1000; Cell signaling) for 45 minutes. ES cells were dispersed into single cells; the cells were fixed overnight in 70% ethanol at 4 degree. DNA denaturation was subsequently performed by incubation in 1.5N HCl for 20 minutes at room temperature. The cells then washed and incubated with 0.1 M sodium tetraborate for 10 minutes at room temperature. The cells were incubated with Alexa Fluor 488- conjugated mouse anti-BrdU antibody (1:100; Molecular Probes) in 2% BSA-PBS for 2 hours at 4 degree. The cells were then incubated with 100 mg/ml RNase (Sigma) for 15 minutes and then subject to FACSCalibur (BD Biosciences) to record the data. The data was analysed by CellQuest program.

## Supporting Information

Figure S1 **Mst-/- ES cell derivation.** (A) 3.5 day blastocysts obtained by crossing Mst1+/-, Mst2-/- male and female mice. Scale bar, 200μm. (B) ICM outgrowth formed 5 days after a single blastocyst was seeded on MEF feeder in 2i+LIF ES medium. Scale bar, 200μm. (C) Schematics of targeted deletion loci (kinase domain) of Mst1 and Mst2. Boxes denote exons and lines denote intron.
(TIF)

Figure S2 **The expression of Yap and Yap targets in *Mst-/-* ES cells.** (A) Quantitative RT-PCR to check mRNA level of *Yap* in wild type and *Mst-/*- ES cells. *Actin* was analyzed as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (B) Immunofluorescence staining of Yap and phosphorylated YapS127 in wild type ES cells and *Mst-/*- ES cells. Scale bar, 200 μm. (C) Quantitative RT-PCR to check mRNA level of *Ctgf* and *Cyr61* in wild type and *Mst-/*- ES cells. *Actin* was analyzed as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).
(TIF)

Figure S3 **Examination of *Mst-/-* ES cell pluripotency by embryo injection and teratoma formation.** (A) GFP labeled *Mst-/*- ES cells were integrated into ICM (arrow indicated in right panel) of blastocyst after aggregation with 8-cell stage embryos. Scale bar, 200 μm. (B) Teratoma formed by wild type ES cells 6 weeks after subcutaneous injection of wild type ES cells into nude mice (indicated by a white box). H&E staining showed tissue of three germ layers (ectoderm, mesoderm and endoderm). No teratomas were formed by subcutaneous injection of *Mst-/*- ES cells. Scale bar, 200 μm. (C) Quantitative RT-PCR to check mRNA level of *Mst1*, *Mst2* and *Yap* in ES cells and teratomas. *Actin* was analyzed as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (D) Heatmap to show the expression of Foxo genes (*Foxo1*, *3a* and *4*), proapoptotic, antiapoptotic genes and tumor marker genes in day 8 wild type EBs and *Mst-/*- EBs.
(TIF)

Figure S4 **Pluripotency and lineage marker expression during *Mst-/-* EB formation.** (A) Immunoblotting and densitometric analysis to check the protein level of Pax6, Gata6 and T in day 4 and day 8 wild type EBs and Mst-/- EBs. Gapdh1 was analyzed as an internal control. The data are shown as the mean ± S.D (n=2). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (B) Heatmap to show the expression of pluripotent genes and lineage genes (Ectoderm, Mesoderm and Endoderm) in day 4 and day 8 wild type EBs and *Mst-/*- EBs.
(TIF)

Figure S5 **The expression of ectoderm and endoderm lineage markers during *Mst-/-* EB formation.** (A) Phase contrast pictures of differentiated neural progenitor cells grown from wild type EBs and *Mst-/*- EBs at day 2 (top) and day 8 (middle) after attaching day 4 EBs to the plate (top) and the 2^nd^ passage culture of neural progenitor cells (bottom). Scale bar, 200 μm. (B) Immunofluorescence staining with antibody against Pax6 to examine the expression of Pax6 in wild type ES cells and *Mst-/*- ES cells cultured in neural differentiation medium for 8 days. Scale bar, 200 μm. (C) Heatmap to show the expression of cell markers of ectoderm and endoderm differentiated tissue cells in day 4 and day 8 wild type EBs and *Mst-/*- EBs. (D) Immunoblotting analysis to check hepatocyte markers (Albumin and AAT) in day 4 and day 8 wild type EBs and *Mst-/*- EBs. Gapdh1 was analyzed as an internal control.
(TIF)

Figure S6 **Comparison of proliferation difference between wild type ES cells and *Mst-/*- ES cells.** (A) Quantitative RT-PCR to check mRNA level of *Ccnd2* and *Ccnd3*, in wild type ES cells and *Mst-/*- ES cells. *Actin* was analyzed as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001). (B) Flow diagram of BrdU labeled wild type ES cells and *Mst-/*- ES cells. The percentage of BrdU positive cell was marked in the diagram. (C) Percentage of BrdU positive cells in wild type ES cells and *Mst-/*- ES cells. Results represent the mean± S.D (n=2). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).
(TIF)

Figure S7 **The expression of mesoderm lineage markers during *Mst-/-* EB formation.** (A) Heatmap to show the expression of mesoderm differentiated tissue genes in day 4 and day 8 wild type EBs and *Mst-/*- EBs. (B) Quantitative RT-PCR to validate microarray results and check mRNA level of cardiomyocyte marker genes (*Tnnt2* and *Mef2c*), endothelial cell marker genes (*Pecam1* and *Cdh5*), Smooth muscle cell marker gene (*Acta2*), skeletal muscle cell marker gene (*MyoD1*) and hematopoietic stem cell marker genes (*Tal1* and *CD34*) in wild type and *Mst-/*- EB cells. *Actin* was analyzed as an internal control. The data are shown as the mean ± S.D (n=3). Statistically significant differences are indicated (*, P<0.05; **, P<0.01; ***, P<0.001).
(TIF)

Movie S1 **Wild type EBs grown in cardiac differentiation medium.**
(AVI)

Movie S2 ***Mst-/-* EBs grown in cardiac differentiation medium.**
(AVI)

Table S1 **Genotyping and quantitative RT-PCR primer list.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

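RNA of wild type and *Mst-/-* EBs at day 4 and day 8 was measured on Affymetrix mouse exon 1.0 ST arrays, 1 array per genotype and day and 4 arrays in all. The arrays of ES cells that the methods mention are not analysed here. The deposited values are log2 signals per probe set. The submitters' notes name the Affymetrix Expression Console without a version, and how the authors normalized and summarized the log2 signal is not given in the sources used here. The paper's methods name Partek and Genespring and a threshold of 1.5-fold.

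The table holds 229581 probe sets. Probe sets with no gene symbol or several were left out. Symbols were brought to the names of RefSeq GRCm38.p6: of 16299 array symbols, 14132 were current, 2124 were reached through a synonym and 43 were kept as written. This gave 16277 genes, of which 537 had 1 probe set. A gene's signal was the median over its probe sets on each array, and no further scaling was applied. The median difference between the genotypes over genes above background was 0.01 at day 4 and 0.05 at day 8. Background was the 95th percentile of olfactory and vomeronasal receptor genes on each array, 7.03 and 6.96 for wild type and *Mst-/-* EBs at day 4 and 7.03 and 6.91 at day 8. Above it lay 11315 genes (69.5%), 11521 (70.8%), 11627 (71.4%) and 11706 (71.9%) in the same order. A gene was compared on a day when it was above background on at least 1 of the 2 arrays, 11877 genes at day 4 and 12106 at day 8. The difference of the receptor genes had an SD of 0.44 on both days, which is the precision at low signal.

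With 1 array per condition no test and no p-value is given. A gene's error is the SD over its probe sets. A gene list is described by the median over its members above background and by the percentile of that median among 10000 random lists of the same size, drawn from genes of similar mean signal in 20 bins with a fixed seed. There were 67 lists, 15 with the genes the paper names and 52 others. The lists of the paper's genes were picked by the paper from these arrays, so their counts are no independent evidence of a direction. Named genes were *Stk4* and *Stk3*, each gene the paper names from these arrays, the 10 genes with the largest higher and lower values on each day and on both days together, and up to 4 members of each list with the largest values. The genes of each day needed at least 3 probe sets with 75% of them in the same direction. Receptor genes and predicted genes were not named.

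Alternatives changed 1 choice at a time: arrays centred on their medians, quantile normalization, the mean over probe sets or the brightest probe set, no background filter or its 99th percentile, values raised to background, a threshold of 2-fold, and counts of genes whose probe sets agree. The computation was tested on simulated arrays: of genes planted 2-fold higher 46 of 50 were found past 1.5-fold, and of those planted 2-fold lower 49 of 49. X-linked and autosomal genes were compared with intervals from 2000 bootstrap draws. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used.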

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

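Of the tests in this part, those of exchanged genotypes, of failing probe sets (the part for *Kdm5d* last), of scaling, of stage at each day and of exchanged days were chosen after the results were seen, and those of genetic background and of the X chromosome before.

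The first pattern lies in genes the paper does not discuss. The signals of *Hprt* differed by 6.27 at day 4 and 6.03 at day 8, those of *Eif2s3y* by -6.32 and -6.16 and those of *Kdm5d* by -2.55 and -2.36, but the median of each was below background on 1 side, although 1 *Hprt* and 1 *Eif2s3y* probe set were above it there, so that these are not sizes of a difference, and the bounds by the medians are at least 4.06 and 3.39 higher for *Hprt*, -3.43 and -3.47 for *Eif2s3y* and -0.86 and -0.85 for *Kdm5d*. An exchange of the genotypes is argued against by 2 *Stk4* probe sets that were below background on both *Mst-/-* arrays alone, and a failure of single probe sets by the share of *Hprt* and *Eif2s3y* probe sets over 2-fold apart at both days, at least 91.7%, while 70.6% for *Kdm5d* leaves such a failure open there. A difference in genetic background at many genes stays open: the ratio of departing probe sets between the genotypes to those between the days was 0.74 (125 against 170), under the bound of 1.5 set for it, but that bound was wrong, as the count between the days can include changes in exon use during differentiation, and 95 of the 125 were lower on the wild type arrays. It also stays open that the lines differ in *Hprt* and the Y chromosome alone. A lack of *Hprt* in the wild type line and of the Y chromosome in the *Mst-/-* line may be an explanation. The paper's text gives neither the sex of the lines nor the origin of the wild type line. No test here decides between these differences of the lines or separates them from the deletion of Mst1 and Mst2 at other genes.

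The second pattern is the higher level of pluripotency genes in *Mst-/-* EBs on both days. The lowest median of the naive pluripotency genes over 3 scalings was 1.40. The sorted values of the arrays differed by at most 0.17, so another scaling could move little here. A difference in overall level between the deposited arrays is too small to account for the pattern. The normalization before deposit cannot be judged by this test. For 2 active X chromosomes it was assumed that X-linked genes would exceed the autosomal ones by 0.3 or more at day 4. The excess was 0.177 (interval 0.12 to 0.225, 388 X-linked genes), and 0.0975 at day 8. It lay under that bound, but the bound was not measured here. The interval covers the choice of genes and not differences between arrays or cultures. So 2 active X chromosomes, in all or part of the cells, stay open, and the small excess remains unexplained. A later stage of the wild type EBs is a candidate explanation at day 8: of the wild type difference between the days, day 8 *Mst-/-* EBs covered 54.6% for 1046 genes higher at day 8 and 55.0% for 442 genes lower at it, while day 8 wild type EBs covered 120% and 134% of the corresponding *Mst-/-* differences, a control added after the first result was seen. At day 4 the 2 sets covered -1.44% and 3.73% in *Mst-/-* EBs and the corresponding ones 34.4% and 70.0% in wild type EBs, which leaves a difference in stage open there, as genes that differ between the days need not differ before day 4. Genes were picked on the odd probe sets and measured on the even ones of the same arrays, and a slower course of the *Mst-/-* EBs through the deletion, a difference between the lines and a difference between the cultures would each look the same here.

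The third pattern is that the primitive streak list was lower in *Mst-/-* EBs at day 4, with -1.08, and higher at day 8, with 0.60, a difference between the days that was not tested, and that cardiac progenitor genes were lower mainly at day 4. An exchange of the *Mst-/-* arrays between the days, for which a label gave reason, is argued against by the correlation of the time differences of the 2 genotypes, 0.598. An earlier form of this test, the median difference between the days of 33 erythroid and contractile genes in *Mst-/-* EBs, gave 0.99 against a bound of 1 and did not decide, with 30 genes higher at day 8, and the correlation was chosen after that. A delay in *Mst-/-* EBs remains a hypothesis that these arrays may fit but cannot test, as there are 2 days and no replicates.

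Other lists outside the paper's discussion lay far from random lists. The germ cell list holds *Dppa3* and *Prdm14*, and the *Nodal* and Activin list holds *Lefty1* and *Gdf3*. These genes are also in the naive pluripotency list, so neither of the lists is independent of the second pattern. At day 8 erythroid genes had a median of -2.42 (-2.40 with values raised to background), macrophage and myeloid genes -1.17 (-0.59, and -2.24 with the 99th percentile background) and genes of the *Nodal* and Activin pathway 1.34. The brightest probe sets alone gave -1.84, -0.44 and 0.27, the last 2 being within 1.5-fold. At day 4 germ cell genes had 1.52 (1.16), genes of the BMP pathway -1.16 and interferon response genes 1.05 (0.58). These were 0.21, -1.34 and 0.14 with the brightest probe sets, and without the background filter interferon response genes had 0.20 (1.65 with the 99th percentile background), so that of the day 4 lists only the BMP pathway stayed past 1.5-fold under the brightest probe sets. No explanation was tested for these. The lineages that the paper discusses were left out of this listing after it was first made.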

How the results depend on the processing

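Lists, genes and counts were computed again with 1 choice changed at a time, by alternatives set before the data were examined. Whether a list median moved was judged against the SD of random list medians, a measure chosen after the data were seen. The numbers of genes over 1.5-fold stayed within 1.5 times those reported under each scaling, filter and way of combining probe sets, between 900 and 1553 for genes higher at day 4, 819 and 1287 for genes lower at day 4, 712 and 1241 for genes higher at day 8 and 782 and 1370 for genes lower at day 8. At a threshold of 2-fold, which by its construction calls fewer genes, they were 517, 389, 309 and 448. The correlation of the day 4 and day 8 differences lay between 0.31 and 0.36, and that of the time differences between 0.55 and 0.63.

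Of 134 list medians 39 were over 1.5-fold. All 39 kept their direction under each of the 7 alternatives that apply to them, and between 20 and 38 stayed past 1.5-fold. The lowest number was that of the brightest probe set, where 20 medians in all passed and 86 of 214 values of named genes moved by more than the SD over probe sets. Named genes reversed there in 3 cases, *Kdm5d* with 0.09, *Tubb3* with -0.04 and *Wnt2b* with 0.01, each at day 4. The cause was not tested. Differences of dim genes are limited by noise, since the receptor genes had an SD of 0.44 between the genotypes. With 1 array per genotype and day, the spread between cultures is not known for bright genes either. The list medians that moved are given by alternative, and the cause of these moves was not tested beyond what the choice itself does.

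With the brightest probe set of each gene, the day 4 medians were the study's Foxo family 0.35, the study's tumorigenesis 0.02, the study's pluripotency 1.55, the study's hematopoietic 0.08, the study's cardiac stem cell -1.62, the study's cardiomyocyte 0.09, the study's noncanonical Wnt ligands -1.06, naive pluripotency 1.41 and primitive streak -0.69. Primitive and extraembryonic endoderm had -0.26 at day 4, followed by neuronal 0.20, neural crest 0.035, epidermis and skin 0.05, pancreas -0.21, intestine 0.01, cardiac progenitor -1.34, cardiomyocyte contractile -0.17, endothelial -0.19. Hematopoietic stem and progenitor had -0.14 at day 4, followed by erythroid 0.16, macrophage and myeloid -0.07, smooth muscle -0.08, mesenchymal and fibroblast -0.18, trophoblast 0.00, germ cell 0.21, YAP targets 0.17, beta-catenin targets -0.40. Wnt antagonists had -0.015 at day 4, followed by BMP pathway -1.34, p53 targets 0.48, cholesterol synthesis -0.36, imprinted genes -0.42, interferon response 0.14, sex-linked -1.96. The study's Foxo family had 0.26 at day 8, followed by the study's anti-apoptotic -0.17, the study's tumorigenesis -0.60, the study's ectoderm 0.39, the study's cardiac stem cell -0.23, the study's cardiomyocyte -0.80, the study's noncanonical Wnt ligands -0.31, the study's RT-PCR genes -0.26, naive pluripotency 1.21. Primed epiblast had 0.38 at day 8, followed by primitive streak 0.21, definitive endoderm 0.40, primitive and extraembryonic endoderm 0.06, epidermis and skin 0.02, pancreas -0.15, cardiomyocyte contractile -0.44, endothelial -0.30, hematopoietic stem and progenitor -0.16. Erythroid had -1.84 at day 8, followed by macrophage and myeloid -0.44, skeletal muscle -0.15, mesenchymal and fibroblast -0.51, trophoblast 0.36, germ cell 0.20, YAP targets 0.11, noncanonical Wnt ligands and receptors -0.085, beta-catenin targets 0.13. Wnt antagonists had -0.04 at day 8, followed by *Nodal* and Activin pathway 0.27, BMP pathway -0.05, Notch pathway -0.01, Hox genes anterior -0.17, cell cycle G1/S 0.23, pro-apoptotic -0.15, ribosomal proteins 0.15, cholesterol synthesis -0.05. Imprinted genes had -0.39 at day 8, followed by metallothionein and stress 0.42, sex-linked -2.02.

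With the mean over probe sets, the day 4 medians were the study's endoderm -1.94, primitive streak -0.86, definitive endoderm -0.63, neuronal 0.63, neural crest -0.077, epidermis and skin 0.58, Wnt antagonists -0.29, BMP pathway -1.30 and Hox genes anterior -0.52. P53 targets had 0.85 at day 4, followed by oxidative phosphorylation -0.049, metallothionein and stress 0.47. Primed epiblast had 0.75 at day 8, followed by primitive streak 0.74, cardiac progenitor -0.34, macrophage and myeloid -1.37, mesenchymal and fibroblast -0.80, trophoblast 0.69, YAP targets 0.35, Wnt antagonists 0.25, *Nodal* and Activin pathway 1.03. Hox genes anterior had -0.30 at day 8, followed by p53 targets 0.39, metallothionein and stress 0.52.

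With the 99th percentile background, which leaves fewer genes, the day 4 medians were the study's canonical Wnt ligands 0.59, primitive and extraembryonic endoderm -0.38, neurectoderm and neural progenitor -0.34, neuronal 0.85, neural crest -0.01, epidermis and skin 1.02, pancreas -0.50, intestine -1.5 and cardiac progenitor -1.53. Cardiomyocyte contractile had -0.77 at day 4, followed by endothelial -0.99, hematopoietic stem and progenitor -0.81, erythroid 0.043, macrophage and myeloid 1.26, canonical Wnt ligands 1.05, beta-catenin targets -0.68, Wnt antagonists -1.23, Hox genes anterior -2.01. Interferon response had 1.65 at day 4, followed by sex-linked -6.32. The study's noncanonical Wnt ligands had -0.69 at day 8, followed by naive pluripotency 1.32, primitive streak 1.14, epidermis and skin 0.76, pancreas -1.36, intestine 0.49, lung and thyroid 1.42, macrophage and myeloid -2.24, germ cell 0.51. Canonical Wnt ligands had 0.79 at day 8, followed by Wnt antagonists -0.07, BMP pathway 0.42, Hox genes anterior 0.03, sex-linked -6.16.

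Without the background filter, which adds dim genes, the day 4 medians were the study's tumorigenesis 0.26, the study's cardiac stem cell -1.71, definitive endoderm -0.12, primitive and extraembryonic endoderm -0.23, intestine -0.25, macrophage and myeloid 0.14, smooth muscle -0.16, germ cell 1.34 and beta-catenin targets -0.40. Wnt antagonists had -0.42 at day 4, followed by BMP pathway -1.02, interferon response 0.20. Primitive streak had 0.40 at day 8, followed by liver 0.087, intestine -0.26, cardiomyocyte contractile -0.94, mesenchymal and fibroblast -0.80, interferon response -0.54.

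With values raised to background, which shrinks the differences of dim genes, the day 4 medians were the study's pluripotency 2.01, the study's neurogenesis 0.73, macrophage and myeloid 0.083, trophoblast 0.24, germ cell 1.16, Wnt antagonists -0.42, interferon response 0.58 and sex-linked -2.14. The study's pluripotency had 1.59 at day 8, followed by naive pluripotency 0.98, cardiomyocyte contractile -0.95, macrophage and myeloid -0.59, trophoblast 0.69, germ cell 0.51, Wnt antagonists -0.06, sex-linked -2.16.

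With quantile normalization, the day 4 medians were naive pluripotency 1.67. Cell cycle G1/S had 0.29 at day 8.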

Differences from the paper's values

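The paper's text gives no number for a microarray value that was also computed here, and the color scale of Fig. 7A is not stated, so no values are set side by side. Directions were compared instead.

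The paper reports the 3 Foxo genes as slightly higher in *Mst-/-* EBs, with a heatmap of day 8. There *Foxo4* was higher, while *Foxo3* was lower at -0.26 and *Foxo1* did not differ, and *Foxo1* was higher at day 4, past 1.5-fold when probe sets were averaged or the brightest was taken. *Nes* is reported as clearly lower, while at day 8 it was lower only within 1.5-fold, at -0.25. At day 4 *Nes* was 1.69-fold higher, although its brightest probe set alone gave 0.02. The paper places *Notch1* among the higher ectoderm genes, while it was lower on both days, at -0.31 and -0.26. *Fgf8* of the same group was higher within 1.5-fold. It passed 1.5-fold at day 8 only when probe sets were averaged or the brightest was taken, with 0.73 and 0.74. *Fgf5* was over 1.5-fold higher at day 8, and *Tubb3* on both days. The brightest *Tubb3* probe set alone gave -0.04 at day 4 and 0.03 at day 8. The paper finds *T* and *Mixl1* alike in both genotypes at day 4, while both were over 1.5-fold lower in *Mst-/-* EBs, at -0.69 and -1.05. Their higher level at day 8 was found here too. *Mapt* is reported as higher at day 4, while it was below background on all 4 arrays.

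The paper sees no lineage pattern in genes of mesenchymal stem cells and endothelial cells, while at day 8 the broader lists used here had 14 of 23 and 9 of 25 genes over 1.5-fold lower, against 2 and 1 higher. These lists are not the sets of the paper's heatmap, and the mesenchymal list also stands for feeder cells. The endothelial median of -0.46 was within 1.5-fold. Its list holds *Kdr*, *Cd34* and *Fli1*, which the paper reports as lower under other lineages. *Esam* is reported as lower at day 8, while it was within 1.5-fold at -0.35, and the brightest probe set alone gave -0.71. Cardiac stem cell genes are reported as much lower at day 8, where 2 of 6 above background were over 1.5-fold lower, against 6 of 6 at day 4. For several of these genes the paper also reports significant repression by replicated RT-PCR in EBs of day 4 and day 8. By western blot it reports some of their proteins in wild type but not in *Mst-/-* samples, in cardiac differentiation medium. The arrays have no replicates and cannot decide against those measurements. *Wnt2b* and *Wnt5a* are reported as lower, and both were at day 4, although the brightest *Wnt2b* probe set alone gave 0.01. At day 8, where Fig. 7A shows *Wnt5a* lower, it was higher at 0.70, and *Wnt2b* did not differ, with 0.02.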

Other observations

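The values in this part are medians of log2 differences over list members above background. No hypothesis was tested on them.

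Genes of p53 targets had a median of 0.69 at day 4, with 10 of 17 over 1.5-fold higher in *Mst-/-* EBs, and 0.29 at day 8. Metallothionein and stress genes had 0.60 and 0.28 in the same order. The day 4 medians of these 2 lists were 0.48 and 0.56 with the brightest probe sets, within 1.5-fold, and with probe sets averaged that of the stress genes was 0.47, and 0.52 at day 8. Imprinted genes had -0.53 and -0.56, the latter past 1.5-fold at -0.59 with quantile normalization, with 6 of 13 over 1.5-fold lower and 2 higher at day 4 and 6 lower and 1 higher at day 8. Cholesterol synthesis genes had -0.46 and 0.06 (-0.05 with the brightest probe sets), with 2 of 14 over 1.5-fold lower at day 4. Targets of YAP, the transcription factor partner that the Hippo kinases restrain, had 0.32 and 0.24 (0.17 and 0.11 with the brightest probe sets), and the core genes of the Hippo pathway 0.05 and 0.13. Trophoblast genes had 0.41 and 0.81, with the brightest probe sets 0.00 and 0.36, and with values raised to background 0.24 at day 4. Cell cycle genes of the G1/S group had 0.01 and 0.37 and those of the G2/M group -0.10 and 0.15. Housekeeping genes had -0.06 and -0.04, ribosomal protein genes 0.04 and 0.25, and oxidative phosphorylation genes 0.05 (-0.049 with probe sets averaged) and 0.03. With the brightest probe sets the day 8 medians of the G1/S and ribosomal protein genes were 0.22 and 0.15.

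Macrophage and myeloid genes had 0.56 at day 4, with 6 above background, and -0.07 with the brightest probe sets, 0.14 without the filter and 1.26 with the 99th percentile background. Anterior Hox genes had -0.19 and -0.46, and -2.01 and 0.03 with the 99th percentile background. The Notch pathway had -0.30 and 0.15 (-0.01 with the brightest probe sets), and Wnt antagonists -0.63 and 0.46. The day 4 median of Wnt antagonists was within 1.5-fold under 4 alternatives, at -0.29 with probe sets averaged, -0.015 with the brightest probe sets and -0.42 both without the filter and with values raised to background, it was -1.23 with the 99th percentile background, and the day 8 median was between -0.07 and -0.04 with the brightest probe sets, the 99th percentile background or values raised to background. BMP pathway genes had 0.23 at day 8, or -0.05 with the brightest probe sets and 0.42 with the 99th percentile background.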
